# Plastic Rewiring of Sef1 Transcriptional Networks and the Potential of Nonfunctional Transcription Factor Binding in Facilitating Adaptive Evolution

**DOI:** 10.1093/molbev/msab192

**Published:** 2021-06-27

**Authors:** Po-Chen Hsu, Tzu-Chiao Lu, Po-Hsiang Hung, Yu-Ting Jhou, Ahmed A A Amine, Chia-Wei Liao, Jun-Yi Leu

**Keywords:** transcriptional rewiring, nonfunctional transcription factor binding, TCA cycle regulation, transcriptional network evolution, phenotypic diversity, *Lachancea kluyveri*

## Abstract

Prior and extensive plastic rewiring of a transcriptional network, followed by a functional switch of the conserved transcriptional regulator, can shape the evolution of a new network with diverged functions. The presence of three distinct iron regulatory systems in fungi that use orthologous transcriptional regulators suggests that these systems evolved in that manner. Orthologs of the transcriptional activator Sef1 are believed to be central to how iron regulatory systems developed in fungi, involving gene gain, plastic network rewiring, and switches in regulatory function. We show that, in the protoploid yeast *Lachancea kluyveri*, plastic rewiring of the *L. kluyveri* Sef1 (Lk-Sef1) network, together with a functional switch, enabled Lk-Sef1 to regulate TCA cycle genes, unlike *Candida albicans* Sef1 that mainly regulates iron-uptake genes. Moreover, we observed pervasive nonfunctional binding of Sef1 to its target genes. Enhancing Lk-Sef1 activity resuscitated the corresponding transcriptional network, providing immediate adaptive benefits in changing environments. Our study not only sheds light on the evolution of Sef1-centered transcriptional networks but also shows the adaptive potential of nonfunctional transcription factor binding for evolving phenotypic novelty and diversity.

## Introduction

Altered transcriptional regulation is thought to play a crucial role in the adaptive evolution of various organisms (Carroll 2000; Wagner and Lynch 2008; Romero et al. 2012). In animals and plants, many morphological innovations in the body plan arose from changes to *cis*-regulatory elements (Wilson and Odom 2009; Peter and Davidson 2011; Della Pina et al. 2014). Similar changes also contribute to speciation and adaptive evolution in microorganisms, which do not have complex developmental programs (Perez and Groisman 2009; Li and Johnson 2010; Wang et al. 2011). Although *cis*-element changes are well documented as influencing expressional divergence between species (Wittkopp et al. 2004; Tirosh et al. 2009), modifications to transcriptional regulation often involve coordination between *cis*-regulatory elements and *trans*-acting regulatory factors (Wagner and Lynch 2008). Both these elements need to be taken into consideration in order to understand the tempo and mode of regulatory evolution. 

“Transcriptional rewiring” is a term used to describe the evolution of transcriptional regulation across species by changing the *cis*-regulatory elements in promoters or by replacing the *trans*-acting regulatory factors in a gene regulatory network (Scannell and Wolfe 2004; Dalal and Johnson 2017). By dissecting both *cis*-elements and *trans*-factors among different species, studies in yeasts have shown that large-scale rewiring has occurred in various cellular pathways including those underlying mating-type determination, ribosomal protein production, sugar metabolism, nucleotide metabolism, meiosis, and sporulation (Tsong et al. 2003; Dalal and Johnson 2017). Interestingly, generally consistent patterns of gene expression are often preserved after extensive rewiring in the regulatory networks, suggesting that the rewiring events might be caused by genetic drift and then accompanied by compensatory evolution to maintain the essential functions of the pathways (Nocedal et al. 2017). On the other hand, a functional switch of the *trans*-acting regulatory factor may occur after the plastic rewiring of transcriptional networks, leading to the formation of an alternative network with new functions (Nocedal et al. 2017). Currently, it remains unclear whether some novel phenotypic outcomes are also generated (as a byproduct) during the process of large-scale rewiring that might endow organisms with novel phenotypic adaptations to changing environments.

Iron is an essential co-factor in a variety of proteins responsible for DNA synthesis, respiration/electron transport, oxygen transport/storage, and many core metabolic pathways (Drakesmith and Prentice 2008). However, excess intracellular iron can lead to cytotoxicity as a result of the Fenton reaction (Halliwell and Gutteridge 1984). Cells have evolved multiple pathways to maintain homeostasis of intracellular iron concentrations (Canessa and Larrondo 2013; Brault et al. 2015; Bogdan et al. 2016). In extant fungi, three different types of iron regulatory systems have been described (fig. 1*A*). The first type of regulation (Type 1) centers on two transcriptional repressors (HapX-like and GATA factors), which has been identified in *Neurospora crassa*, *Ustilago maydis*, *Cryptococcus neoformans*, *Aspergillus* sp., and *Schizosaccharomyces* sp. (Brault et al. 2015). The second regulatory system (Type 2) works similarly to the Type 1 system but contains an additional transcriptional activator, Sef1, which is essential to induce expression of iron-uptake genes under iron-depleted conditions (Noble 2013). This system has only been characterized in *Candida albicans*, but it is likely conserved in at least the CTG clade *(*containing the species that reassigned the leucine CUG codon to code serine; Santos et al. 2011). The third system (Type 3) was discovered in *Saccharomyces cerevisiae* and it is totally different from Types 1 and 2 (Cyert and Philpott 2013). Instead of transcriptional repressors, it involves the Aft family of transcriptional activators that induce expression of iron-uptake genes and upregulate Cth family proteins that control mRNA degradation of iron-consuming genes (Shakoury-Elizeh et al. 2004; Puig et al. 2005).

**Fig. 1.**
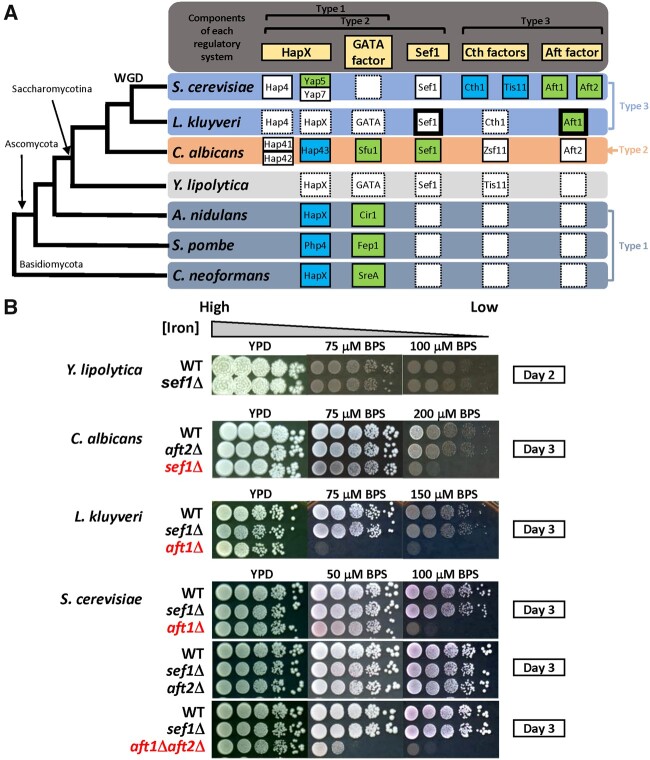
Potential components of iron-regulatory networks in yeast species and the growth of *sef1*Δ mutants under iron-deprived conditions. (*A*) Simplified phylogenetic tree for *Cryptococcus neoformans*, *Schizosaccharomyces pombe*, *Aspergillus nidulans*, *Yarrowia lipolytica*, CTG-clade yeast *Candida albicans*, protoploid yeast *Lachancea kluyveri*, and post-WGD yeast *Saccharomyces cerevisiae*. The partnerships of characterized and putative homologs involved in three typical types of fungal iron-regulatory systems are shown in the right panel aligned with the phylogenetic tree (rectangles with solid line: characterized genes; rectangles with dash line: uncharacterized genes; blank rectangles with dash line: homolog not identified; green: genes required for iron-uptake regulation; blue: genes required for iron-utilization regulation; rectangles with bold line: genes phenotypically characterized in this study). *Yarrowia lipolytica* was used as an outgroup for *C. albicans* and more recently diverged yeasts. (*B*) Iron-dependent growth of *sef1*Δ and *AFT1*-like factor deletion mutants in *C. albicans*, *L. kluyveri*, and *S. cerevisiae*. *Yarrowia lipolytica* that lacks an Aft1 ortholog was also included for comparison. The mutants showing strong growth defects under iron-deprived conditions have been placed at the bottom of each panel and are highlighted in red. The indicated concentration of the iron chelator BPS (bathophenanthrolinedisulfonic acid disodium salt) was added into YPD plates to create iron-deprived conditions. All plates were incubated at 28 °C for the indicated number of days.

As summarized in figure 1*A*, the Type 1 system hypothetically represents an ancient system because it has been identified in both *Basidiomycete* and *Ascomycete* species. Moreover, the absence of *SEF1* and *AFT* family orthologs in the Type 1 species again suggests that the Type 2 and Type 3 systems evolved subsequently. The emergence of *SEF1* in the genome and subsequent incorporation of Sef1 into the Type 1 system probably led to the evolution of the Type 2 system. The Type 3 system could have arisen in two ways: 1) It evolved from the Type 1 system via emergence and incorporation of Aft-family activators and a functional switch of the Type 1 repressors; or 2) it evolved from the Type 2 system with a further functional switch in Sef1 in addition to the events proposed in the first model. Accordingly, we hypothesized that Sef1 plays a central role in the evolution of fungal iron regulatory systems and anticipated that understanding the evolutionary trajectories of Sef1 orthologs in different *Saccharomycotina* species would be a “first” critical step in elucidating the macroevolutionary processes of fungal iron regulatory networks.

To date, comprehensive studies of Sef1 have been limited to *C. albicans*, in which Sef1 directly targets and regulates iron-uptake genes under iron-deprived conditions (Chen et al. 2011). Recently, a study by Gerwien et al. (2016) investigated the function of Sef1 in *S. cerevisiae* and *C. glabrata* and revealed distinct phenotypic outcomes in the respective *sef1*Δ mutants. In *S. cerevisiae*, deletion of *SEF1* did not cause growth defects in iron-depleted conditions but resulted in defects when it was grown in acetate-containing medium. In contrast, deletion of *SEF1* in *C. glabrata* resulted in mild growth defects in both iron-deprived medium and medium containing glycerol as the sole carbon source (but no defects in acetate- or ethanol-containing media). Based on gene expression analyses, Gerwien et al. (2016) postulated that *C. glabrata* possesses a hybrid iron regulatory system consisting of components from both the Type 2 and Type 3 systems. However, ambiguous phenotypic data and a lack of Sef1 ChIP data make it difficult to elaborately characterize the major change in the pathway. Further molecular investigations are required if we want to understand how the Sef1 regulatory network has been rewired. Therefore, we sought a new potential model yeast species exhibiting an explicit switch in function of its Sef1 ortholog relative to *C. albicans* Sef1.

Hence, we investigated the function of Sef1 using various *Saccharomycotina* yeast species that span a nominal 300 My of diversity (Taylor and Berbee 2006). We reveal functional divergence of Sef1 in some of the tested yeast species. We further examined in detail the function of Sef1 in a protoploid yeast (having fewer numbers of chromosomes than the 16-chromosome model species *S. cerevisiae*), *Lachancea kluyveri*, which diverged from the common ancestor of *S. cerevisiae* prior to the yeast whole-genome duplication (WGD) event and occupies a position in the middle of a phylogenetic tree encompassing species spanning from *S. cerevisiae* to *C. albicans* (Génolevures Consortium et al. 2009). Our results indicate that Sef1 in *L. kluyveri* is primarily involved in regulating the tricarboxylic acid (TCA) cycle, with only a minimal contribution to iron uptake. Transcriptional rewiring at the level of regulon membership switching lies behind the functional divergence of Sef1 between *L. kluyveri* and *C. albicans*. Furthermore, we show that a Sef1 gain-of-function *L. kluyveri* mutant with increased transcriptional activity enabled cells to turn on genes unrelated to Sef1’s primary functions. Our data demonstrate a new case of transcriptional rewiring relating to Sef1, implying the presence of a plastically rewired Sef1 transcriptional network encompassing iron-uptake and TCA cycle regulons in the common ancestor of *L. kluyveri* and *C. albicans.* Furthermore, our data suggest that nonfunctional transcription factor (TF) binding may represent a general evolutionary mechanism to increase the potential for gene expression divergence and phenotypic innovation, providing the building blocks for adaptation to environmental perturbations.

## Results

### Sef1 Is Not a Major Contributor to Iron Homeostasis in Tested Non-*C. albicans* Yeast Species, Including *L. kluyveri*

The Sef1 ortholog does not exist outside the *Saccharomycotina* clade (fig. 1*A*, Type 1 species), indicating that Sef1 emerged in the common ancestor of *Saccharomycotina* species. Previous studies have indicated that Sef1 orthologs in *C. albicans*, *S. cerevisiae*, and *C. glabrata* contribute to different regulatory functions (Chen et al. 2011; Noble 2013; Gerwien et al. 2016), suggesting transcriptional rewiring happened at least in the early common ancestor or during the divergence of these species. The subsequent emergence of the Aft factor (fig. 1*A*, Type 2 and 3 species) might facilitate another round of rewiring in the Sef1 network, creating potential interactions between the Aft factor and Sef1. To investigate how Sef1-mediated regulatory networks are altered during yeast evolution, we performed a pilot phenotypic assessment of a diverse group of yeast species—including *S. cerevisiae*, *L. kluyveri*, *Kluyveromyces lactis*, *Hansenula polymorpha*, *Pichia pastoris*, *C. albicans*, and *Yarrowia lipolytica*—to examine their phenotypes in *sef1*Δ backgrounds (fig. 1*B* and supplementary fig. S1*A*, Supplementary Material online). Interestingly, Sef1 was required for growth under iron-deprived conditions solely in *C. albicans*. The protoploid yeasts *L. kluyveri* and *K. lactis* relied on Aft orthologs to grow under low-iron conditions, similar to *S. cerevisiae*, indicating that they generally use the Type 3 iron regulatory system (fig. 1*A* and supplementary fig. S1*A*, Supplementary Material online). In the most distantly related species to this group, *Y. lipolytica*, and in the methylotrophic yeasts *H. polymorpha* and *P. pastoris*, Sef1 orthologs are also not vital for iron-dependent growth. These results suggest that single or multiple functional divergence events have occurred among Sef1 orthologs and also point to the presence of many potential Sef1-centered plastic transcriptional networks across these tested species.

### Unique Genetic Interactions between *SEF1* and *AFT1* in *L. kluyveri* Suggest Crosstalk between the Two Transcriptional Networks

In methylotrophic yeasts, deletion of Aft orthologs did not affect iron-dependent growth (supplementary fig. S1*B*, Supplementary Material online). Moreover, our analysis indicated that the *Y. lipolytica* genome does not contain an Aft ortholog. These findings indicate that the Aft factor-mediated iron regulatory pathway probably evolved more recently among yeast species. According to the models described in our Introduction, incorporation of the Aft TF into the iron regulatory network was followed by different levels of plastic rewiring that shaped transcription networks in extant species, such as *C. albicans*, protoploid yeasts, and *S. cerevisiae*. Therefore, we speculated that some evolutionary modifications of the rewired network may still exist in extant species evolutionarily between *C. albicans* and *S. cerevisiae*, such as protoploid yeasts. To test this hypothesis, we assessed synthetic genetic interactions between *SEF1* and *AFT1* in the protoploid yeast *L. kluyveri* to phenotypically evaluate the possibility of network crosstalk. As the *aft1*Δ mutant is excessively sensitive to iron depletion (fig. 1*B*), we examined the fitness of *sef1*Δ*aft1*Δ under iron-rich conditions (without the iron chelator). We observed a clear synthetic defect in the *sef1*Δ*aft1*Δ double mutant of *L. kluyveri* compared with single deletion strains (fig. 2*A*). Given that perturbations of iron homeostasis interfere with iron-dependent metabolic pathways (i.e., those involving proteins with iron as a cofactor or structural component), such as respiration and the TCA cycle (Philpott et al. 2012), we also confirmed the appearance of a more severe synthetic effect in double mutants grown in a nonfermentable carbon source (YPGly) in which functional respiration is required. In contrast, *sef1*Δ*aft1*Δ double mutants of *S. cerevisiae* and *C. albicans* grew similarly to single mutants and wild-type cells (fig. 2*A*). The unique genetic interaction between *SEF1* and *AFT1* in *L. kluyveri* not only indicates that *L. kluyveri*-Sef1 (denoted Lk-Sef1) functions differently from *S. cerevisiae*-Sef1 (denoted Sc-Sef1) and *C. albicans*-Sef1 (denoted Ca-Sef1) but also implies that there is crosstalk between the Lk-Sef1 and Lk-Aft1 networks, likely representing a hybrid feature of plastic rewiring patterns when the species diverged from its common ancestor.

**Fig. 2.**
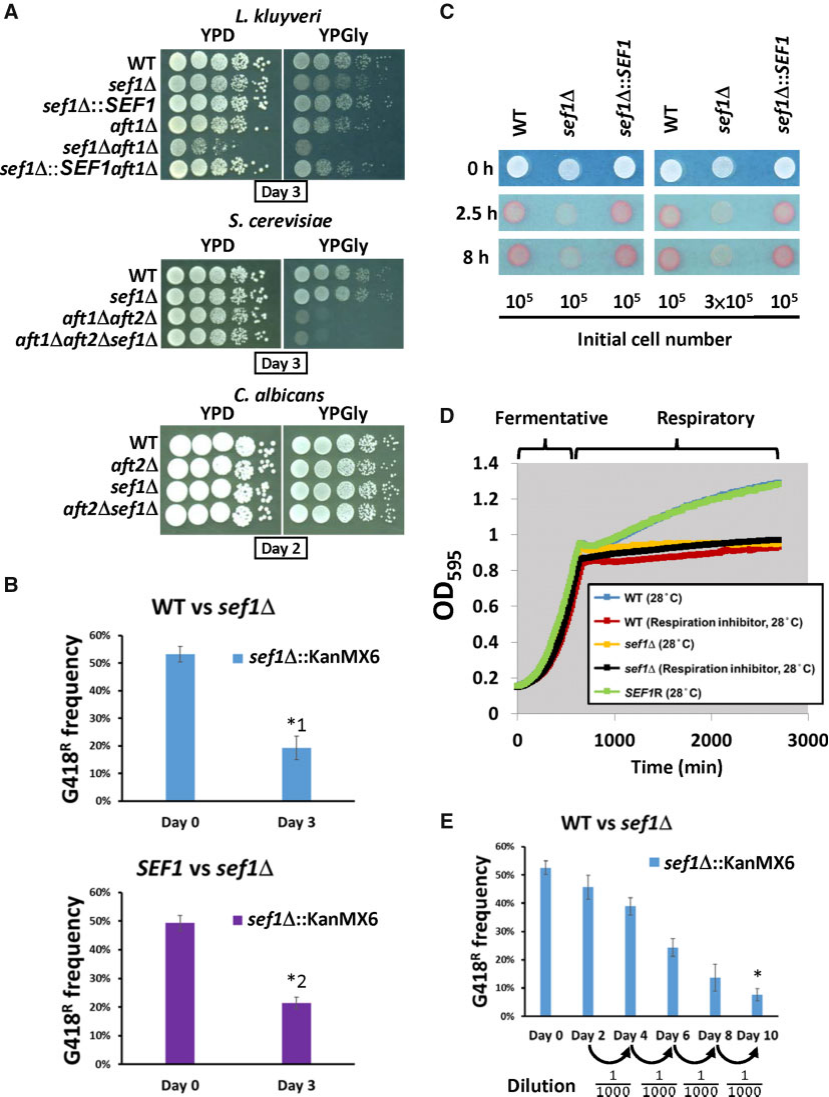
Growth of *Lachancea kluyveri sef1*Δ mutants under fermentative and respiratory conditions. (*A*) The *sef1*Δ mutants exhibit synthetic defects upon deletion mutations of *AFT1* orthologs in *L. kluyveri*, but not in *Saccharomyces cerevisiae* or *Candida albicans*. (*B*) The *L. kluyveri sef1*Δ mutant (G418^R^) is less competitive under normal respiratory conditions. The *sef1*Δ mutant was competed with the wild-type (top panel) or a *SEF1*-reconstituted strain (bottom panel) in YPGly for 3 days at 30 °C with an initial 50:50 cell number ratio. A two-tailed Student’s t-test was used to calculate the *P*-value for each pair by comparing the G418^R^ frequency of the control culture (Day 0) with the G418^R^ frequency of the Day 3 culture. Only the pairs with *P* value < 0.01 are marked with * (*^1^: *P* = 0.000691888; *^2^: *P* = 0.000200426). (*C*) The *L. kluyveri sef1*Δ mutant shows lower respiration-based TTC reduction activities under respiratory conditions (YPGly). The formation of red product in the cell colonies indicates that the cells have competent TTC reduction activity. The whiter spots indicate defects in cellular respiration. (*D*) The *L. kluyveri sef1*Δ mutants show attenuated postdiauxic growth in YPD, similar to the wild type treated with the respiration inhibitor (1 µg/ml antimycin A). The growth curves were measured at 28 °C by using a Tecan plate reader with intermittent shaking. (*E*) The *L. kluyveri sef1*Δ mutant (G418^R^) displays lower competitiveness to the wild type in a bottleneck-based competition assay in YPD. The wild-type and *sef1*Δ mutant competed in YPD with an initial 50:50 cell number ratio for five cycles of 2-day coculture (log- to postdiauxic phase) at 30 °C. A bottleneck was created by subculturing into fresh YPD medium with a 1000-fold dilution between each cycle. A two-tailed Student’s t-test was used to calculate the *P*-value for the final pair by comparing the G418^R^ frequency of the control culture (Day 0) with the G418^R^ frequency of the Day 10 culture. The *P* value marked with * is 1.85104E-05.

### Sef1 in *L. kluyveri* Is Required for Full Growth under Respiratory Conditions

When we characterized the phenotypes of *sef1*Δ mutants in different species, we found that *Lk*-*sef1*Δ cells, but not *Sc*-*sef1*Δ or *Ca*-*sef1*Δ cells, exhibited mild growth defects in a nonfermentable carbon source (YPGly) (fig. 2*A* and *B*). To assess their efficiency in cellular respiration, we performed a triphenyl tetrazolium chloride (TTC) reduction assay. The *Lk*-*sef1*Δ mutant indeed displayed weaker TTC reduction activity (white color) relative to the wild-type and reconstituted strain (red color, fig. 2*C*). It is well known that heat stress increases cellular demands of ATP from respiration (Lahtvee et al. 2016) and that competent respiration is required for cells to activate stress responses at high temperatures (Zubko and Zubko 2014). Consistently, we observed that *Lk*-*sef1*Δ cells exhibited more severe growth defects at 39 _**°**_C (supplementary fig. S2*A*, Supplementary Material online). Moreover, deletion of *Lk*-*SEF1* significantly reduced postdiauxic growth, resulting in a growth curve similar to that generated for respiration-inhibited wild-type cells (fig. 2*D*). When *Lk*-*sef1*Δ and wild-type cells were subjected to a cycled competition assay that included the postdiauxic growth phase, we observed that the *sef1*Δ mutant was less competitive (fig. 2*E*).

Together, these data reveal that Lk-Sef1 plays a role in respiratory growth. We also examined whether Sef1 contributed to respiratory growth in *K. lactis*, another protoploid yeast, and *Y. lipolytica*, representing an outgroup species for *C. albicans* and more recently diverged species. Interestingly, Kl-Sef1 was not required for respiratory growth, and the deletion mutant gained slight heat resistance (supplementary fig. S2*B*, Supplementary Material online). Deletion of *SEF1* from *Y. lipolytica* did not result in any phenotype under either condition (supplementary fig. S2*C*, Supplementary Material online). The phenotypic outcomes for *sef1*Δ mutants of different species support the hypothesis that multiple functional switch events have occurred among Sef1 orthologs across these tested species (supplementary fig. S2*D*, Supplementary Material online).

### Sef1 in *L. kluyveri* Is a Transcriptional Activator Induced by Nonfermentable Carbon Sources

Expression or activity of TFs often changes in response to specific conditions. To investigate whether Lk-Sef1 is subject to such regulation, we generated Lk-Sef1-lexA fusion protein constructs and performed lexA-dependent one-hybrid assays under different conditions (fig. 3*A*). Lk-Sef1 behaved like a typical transcriptional activator that could turn on the downstream *LacZ* reporter gene in the glucose medium. Moreover, the activity of Lk-Sef1 was enhanced when cells grew in nonfermentable carbon sources, but not in an iron-depleted medium. This result corroborates our *sef1*Δ mutant data that the Lk-Sef1-mediated transcriptional network is likely involved in respiratory growth.

**Fig. 3.**
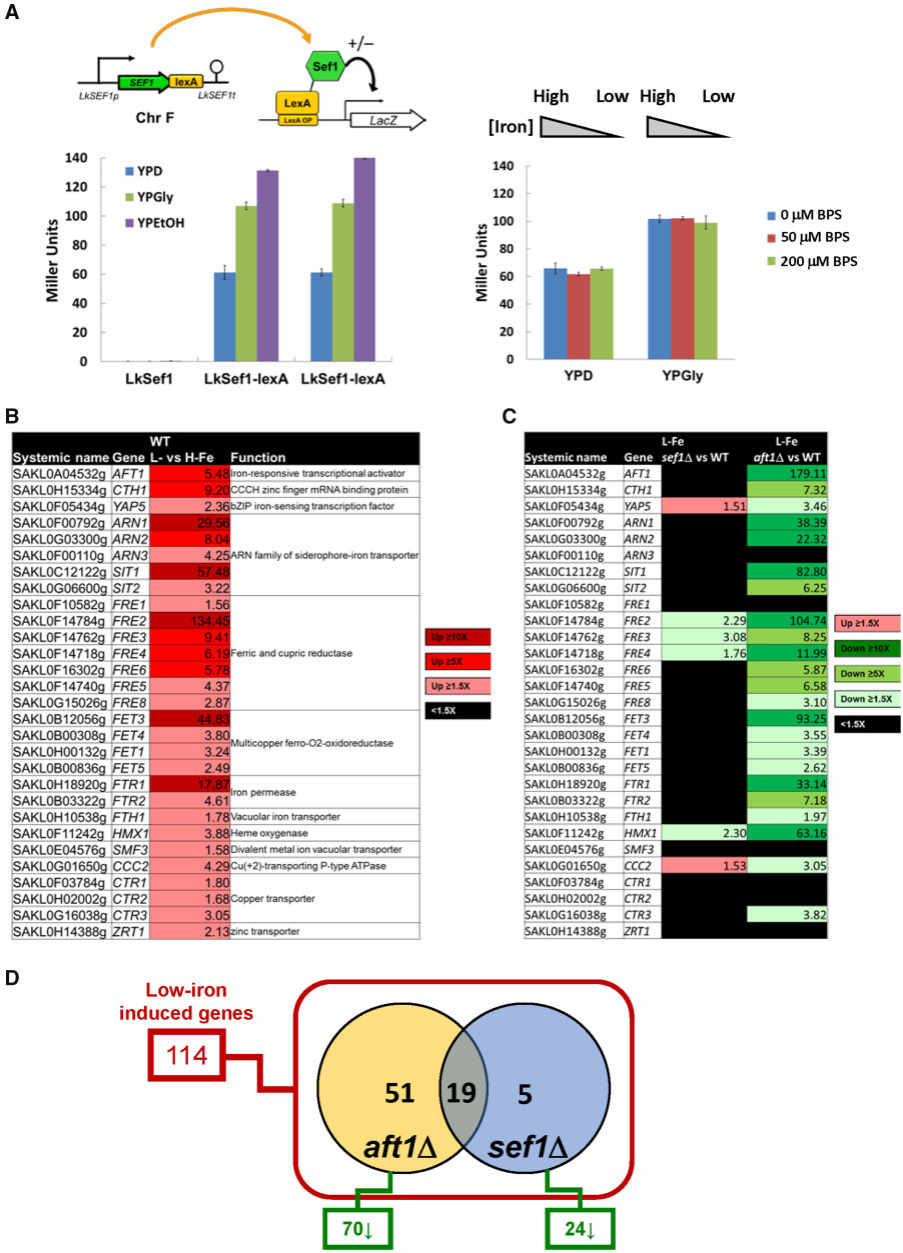
Sef1-mediated iron-dependent gene expression analyses in *Lachancea kluyveri*. (*A*) One-hybrid assays for *L. kluyveri* Sef1. Lk-Sef1 activates transcription in response to both fermentative (glucose) and respiratory (glycerol and ethanol) carbon sources (left panel), but not to environmental iron levels (right panel). The native-promoter-driven Sef1, which is C-terminally fused with the LexA DNA-binding domain, binds to the LexA operator (lexAOP) on the basal promoter of the *lacZ* reporter gene and modulates the expression of *lacZ*. LacZ activity was measured using the liquid-galactosidase assay. In the left panel, two independent clones of the Sef1-lexA one-hybrid strain were assayed. The β-galactosidase levels are displayed as average Miller units ± SD from at least three technical repeats. Because this system was constructed on the native *SEF1* locus, the nontagging (LexA-less) strain was used as a negative control. The LexA DNA-binding domain-only had no artificial effect on transcription (see fig. 5*C*). (*B*) A total of 29 low-iron-induced genes identified as being potentially involved in iron uptake in wild-type *L. kluyveri.* (*C*) The dependency of low-iron-induced iron-uptake-related genes on Sef1 or Aft1 in *L. kluyveri* is shown. Gene expression of the mutants was compared with the wild type. Upregulated genes in each mutant with ≥1.5-fold change are highlighted in red. Downregulated genes in each mutant with ≥1.5-fold change are highlighted in green. Nondifferentially expressed genes (<1.5-fold change) are marked in black. (*D*) The dependency of low-iron-induced genes on Sef1 and/or Aft1 in *L. kluyveri* is displayed in the Venn diagram. Of the 114 low-iron-induced genes defined in wild type, 70 and 24 genes are downregulated in the *aft1*Δ and *sef1*Δ mutants, respectively, in comparison to wild type. For (*B*), (*C*), and (*D*), the RNA expression profiles from the *L. kluyveri* wild-type, *sef1*Δ, and *aft1*Δ cells grown to mid-log-phase under both high-iron (YPD + 400 µM ferrous ammonium sulfate) and low-iron (YPD + 200 µM BPS) conditions were compared. At least 3–4 biological repeats of each sample were analyzed. The details of analyses are shown in Materials and Methods.

To further investigate the crosstalk between Sef1 and Aft1, we examined the transcriptome profiles of *L. kluyveri sef1*Δ, *aft1*Δ, and wild-type cells (supplementary tables S1 and S2, Supplementary Material online) under normal and low-iron conditions. 

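RNA from wild-type (WT), *sef1*Δ, *aft1*Δ, and *sef1*Δ*aft1*Δ cells of *L. kluyveri* was hybridized in one color to custom Agilent arrays, with 1 array per biological replicate. Cells from an overnight YPD culture at 28°C were diluted to 0.5 OD600/ml and grown for 5.5 h at 30°C. The high-iron medium was YPD with 400 µM ferrous ammonium sulfate, and the low-iron medium was YPD with 200 µM BPS, a chelator that binds ferrous iron. These doses are those of the text and of Tables S1 and S2, whereas the sample labels give them as 400 mM and 200 mM and Table S12 also gives its media in mM. Each of the 8 groups had 4 arrays, except for *sef1*Δ at high iron, which had 3, so that 31 arrays were analyzed. The arrays of the *sef1*Δ*aft1*Δ mutant come from the same experiment, although Figure 3 compares only the single mutants with WT. Each strain lay on 1 slide of its own, with the high-iron arrays in row 1 and the low-iron arrays in row 2, and the WT slide was scanned in another session than the 3 mutant slides. A comparison of a mutant with WT taken alone therefore cannot be told apart from a comparison of slides or scan sessions. The high-iron and low-iron arrays of a strain share a slide, so an offset between slides cancels in the interaction of strain and iron, and contrasts between the mutants hold no WT array. The authors deposited the background-subtracted and detrended signal intensity of every spot. The 75th percentile of this intensity on an array was 14478 to 23150 (median 20596) in WT at high iron and 19189 to 21748 (median 20574) in WT at low iron. It was 17460 to 23244 (median 22046) in *sef1*Δ at high iron, 14141 to 21156 (median 18655) in *sef1*Δ at low iron, 11053 to 18403 (median 16899) in *aft1*Δ at high iron, and 10424 to 18945 (median 16033) in *aft1*Δ at low iron. In *sef1*Δ*aft1*Δ it was 11527 to 17377 (median 16106) at high iron and 12216 to 17492 (median 14673) at low iron. On each array 97.8% to 99.7% of the probes were well above background, so that the number of arrays limits the precision. The normalized signal used here is the log2 of the deposited intensity minus the array's 75th percentile, with 1 probe for each of 5316 genes. One limma model was fitted over all 31 arrays with a mean for each group. A gene was called where the Benjamini-Hochberg adjusted p was at most 0.05 and the fold change at least 1.5. Where a probe was well above background in only 1 of the groups compared, the fold change is given as a lower bound. It sets the mean of the bright group against, on each array of the other group, the probe's own signal or the lowest signal among probes well above background, whichever is higher. The deleted genes were examined first. The normalized signal of *SEF1* (SAKL0F12342g, chromosome F) at low iron was −2.04 ± 0.12 (SD, n = 4) in WT and −7.00 ± 0.23 (SD, n = 4) in *sef1*Δ, a 31.1-fold difference, and it was −6.65 ± 0.50 (SD, n = 4) in *sef1*Δ*aft1*Δ. The probe of *AFT1* (SAKL0A04532g, chromosome A) was not well above background on any array of *aft1*Δ or *sef1*Δ*aft1*Δ, whereas its normalized signal in WT at low iron was −1.00 ± 0.13 (SD, n = 4).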

We first confirmed our test conditions by defining and characterizing the induction of 29 iron-uptake-related genes in wild-type cells under the low-iron condition (fig. 3*B*). 

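All 29 genes were called higher at low iron than at high iron in WT, among 5312 genes tested, and the count adjusted over the list alone was also 29. The study chose this list on the same arrays, so the second count is not independent evidence. For each of the 29 genes every low-iron value lay above every high-iron value. Chance gives such a separation in 2.9% of genes in one direction or the other with 4 arrays against 4. With 3 against 4 it is 5.7%, which holds for *ARN1*, *CTH1*, and *FTH1*, where a marked spot was left out. The probe of *ARN3* (SAKL0F00110g) was not well above background on any of the 31 arrays, so no fold change is given for it and 28 genes remain with a measured signal. Among these, the ferric reductase gene *FRE2* (SAKL0F14784g, chromosome F) changed most with the probes used, although its other probe gave a log2 fold change of 4.22, below those of the other probes of 7 genes. Its normalized signal was −6.17 ± 0.046 (SD, n = 4) at high iron and 0.90 ± 0.18 (SD, n = 4) at low iron, a log2 fold change of 7.07 (standard error 0.18, adjusted p = 5.9e-24, limma). This is a 134-fold induction, the number also printed in Fig. 3B. The siderophore transporter gene *SIT1* (SAKL0C12122g, chromosome C) rose 57.5-fold, with a log2 fold change of 5.84 (standard error 0.12, adjusted p = 1.58e-26, limma). *FET3* (SAKL0B12056g, chromosome B) rose from −2.30 ± 0.24 (SD, n = 4) to 3.19 ± 0.18 (SD, n = 4), or 44.8-fold. *ARN1* (SAKL0F00792g) rose 33.8-fold, *FTR1* (SAKL0H18920g) 17.9-fold, and *AFT1* itself 5.48-fold. The smallest rise was that of *FRE1* (SAKL0F10582g), 1.56-fold, with a log2 fold change of 0.64 (standard error 0.15, adjusted p = 0.00273, limma), and it fell just short of 1.5-fold after quantile normalization (0.57) and without WT low-iron replicate 3 (0.58). The probes of *FET4* (SAKL0B00308g) and *FET1* (SAKL0H00132g) are designed as cross-hybridizing, so their rises of 3.80-fold and 3.24-fold are not specific to either gene. The other probe of a gene gave a different result for some genes. The log2 fold change of *FRE4* (SAKL0F14718g) was 2.63 with the probe used and 8.40 with its other probe. That of *FTR2* (SAKL0B03322g) was 2.20 and 0.034, and that of *CTR2* (SAKL0H02002g) was 0.75 and 0.42. With their other probes neither *FTR2* nor *CTR2* reached 1.5-fold, and *ARN3* did not rise (−0.126). Of the alternative processing settings, a fold change of at least 2 as the threshold moved the count most, to 24 of the 29 genes.

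**Figure D1:**
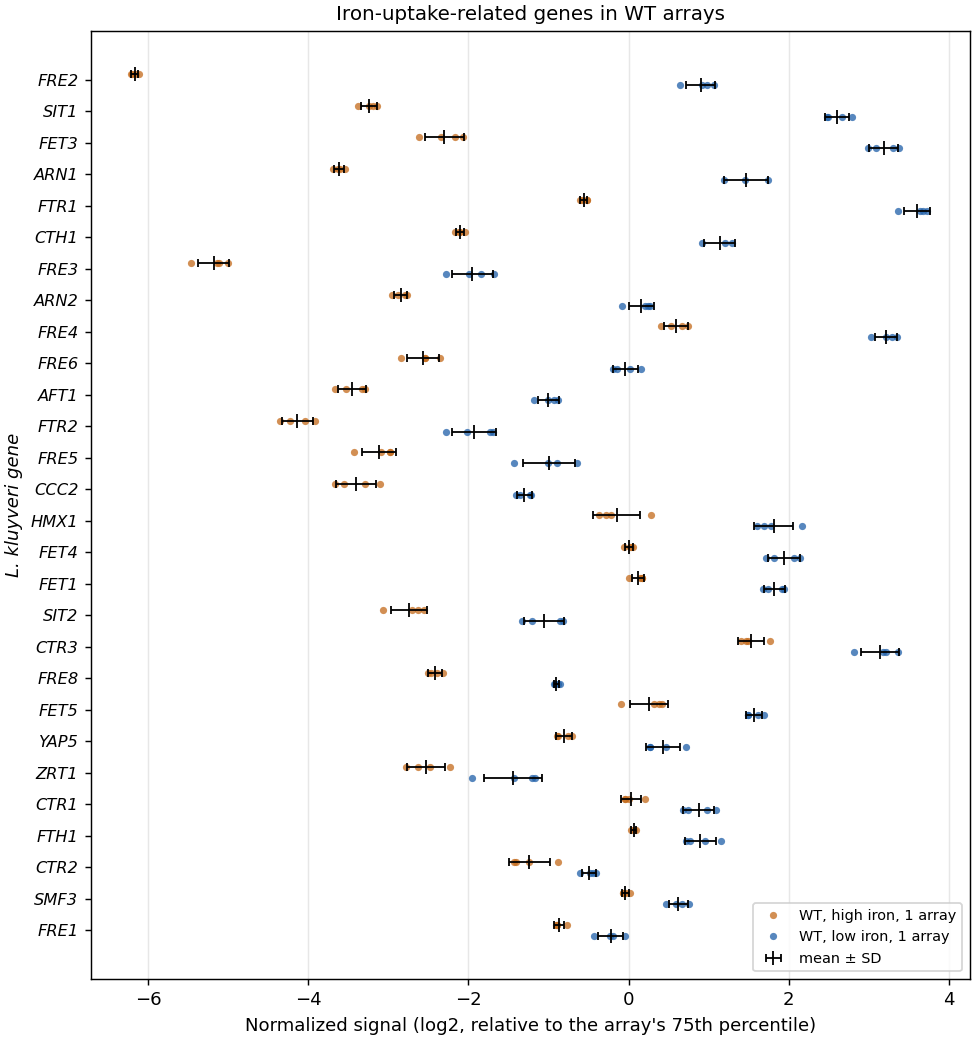
Normalized signal (x axis, log2 relative to the array's 75th percentile) of 28 iron-uptake-related genes (y axis) on the 4 high-iron (orange) and 4 low-iron (blue) WT arrays. Each point is an array and the black bars show the mean ± SD. For every gene all low-iron points lie to the right of all high-iron points, farthest for *FRE2* and least for *FRE1*. *ARN1* and *CTH1* have 3 low-iron points and *FTH1* has 3 high-iron points, because marked spots were left out.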

As both Sef1 and Aft1 are transcriptional activators, we speculated that their mutation may affect the expression of the same set of iron-uptake genes. 

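Between *aft1*Δ and WT at low iron, 23 of the iron-uptake-related genes were called lower in the mutant and 0 higher, and the counts adjusted over the list alone were the same. The highest log2 fold change in the list was 0.30, short of 1.5-fold whatever the test. The signal of *FRE2* was −5.81 ± 0.25 (SD, n = 4) in *aft1*Δ against the WT value above, a log2 fold change of −6.71 (standard error 0.18, adjusted p = 1.62e-23, limma). The multicopper oxidase gene *FET3* had a log2 fold change of −6.54 (standard error 0.11, adjusted p = 1.7e-28, limma). *SIT1* was 82.8-fold lower and the heme oxygenase gene *HMX1* (SAKL0F11242g, chromosome F) 63.1-fold lower. *AFT1*, the deleted gene, was at least 74.8-fold lower. *ARN1* was 44.0-fold lower, *FTR1* 33.1-fold, *ARN2* (SAKL0G03300g) 22.3-fold, and *FRE4* 12.0-fold. The other genes called lower were *FRE3*, *CTH1*, *FTR2*, *FRE5*, *SIT2*, *FRE6*, *CTR3*, *FET4*, *YAP5*, *FET1*, *FRE8*, *CCC2*, *FET5*, and *FTH1*, with log2 fold changes from −3.04 for *FRE3* to −0.98 for *FTH1*. *FET4* and *FET1* share the limit of cross-hybridizing probes. *SMF3* had a log2 fold change of −0.45 (standard error 0.077, adjusted p = 8.4e-06, limma) and *FRE1* of −0.40 (standard error 0.15, adjusted p = 0.0164, limma), both short of 1.5-fold. *CTR1* (−0.30), *CTR2* (0.040), and *ZRT1* (0.30) were not past the adjusted threshold either, and *ARN3* has no measured signal at the probe used. With the other probe of a gene, *CTR1* (−0.59) and *ARN3* (−1.42) were called lower, *FTH1* was not called (−0.39), and *ZRT1* was called higher (0.95). Scaling each array to its median gave 25 genes in place of 23, by adding *SMF3* and *FRE1*. With each WT or *aft1*Δ low-iron array left out in turn the count stayed at 23.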

In the *aft1*Δ mutant, expression of most of the iron-uptake-related genes (23/29) was reduced compared with wild-type cells. In contrast, the expression of only four genes (4/29) was significantly reduced in *sef1*Δ cells (fig. 3*C*). 

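Between *sef1*Δ and WT at low iron, 5 of the 29 genes were called lower and 2 higher, both over 5315 genes tested and adjusted over the list alone. *FRE3* (SAKL0F14762g, chromosome F) fell most, with a normalized signal of −3.57 ± 0.88 (SD, n = 4) in *sef1*Δ and −1.95 ± 0.25 (SD, n = 4) in WT, a log2 fold change of −1.62 (standard error 0.24). *HMX1* had a log2 fold change of −1.20 (standard error 0.26, adjusted p = 0.000251, limma). That of *FRE2* was −1.19 (standard error 0.18), and it was −0.47 with the gene's other probe, which was not called. *FRE4* had a log2 fold change of −0.82 (standard error 0.17, adjusted p = 0.00013, limma), and replicate 4 of *sef1*Δ lay far below the other 3 arrays, at 1.68 against 2.58 to 2.70. Without this array the log2 fold change was −0.58, just short of 1.5-fold. With the gene's other probe and all arrays *FRE4* was also called lower, at −1.37. For these 4 genes the *sef1*Δ and WT arrays did not overlap. The fifth gene was *FTR1*, with a log2 fold change of −0.62 (standard error 0.13, adjusted p = 0.000226, limma) and overlapping arrays. It fell below 1.5-fold with the gene's other probe (−0.40), with the mean of its probes (−0.51), without WT low-iron replicate 2 (−0.58), and without *sef1*Δ low-iron replicate 3 (−0.54) or 4 (−0.48). *YAP5* (SAKL0F05434g) was higher by a log2 fold change of 0.59 and *CCC2* (SAKL0G01650g) by 0.61. *CCC2* was no longer called after quantile normalization (0.52), scaling to the median (0.50), or normexp background correction (0.48), and *YAP5* not after scaling to the median (0.48). With their other probes both were called (0.73 for *CCC2* and 0.75 for *YAP5*). So were 3 further genes as higher, *FTH1* (0.64), *ZRT1* (0.67), and *FET5* (0.615, against −0.345 with the probe used). *ARN3*, without a measured signal at the probe used, was called lower with its other probe (−1.87). Leaving out single arrays also took *CCC2* and *YAP5* below 1.5-fold. *CCC2* was as low as 0.52 without *sef1*Δ low-iron replicate 1 and *YAP5* as low as 0.54 without WT low-iron replicate 4. *FRE5* (SAKL0F14740g), at −0.53, was called lower under the same 3 settings (−0.61, −0.64, and −0.62). The methods' t-test with Benjamini-Hochberg adjustment called 4 of the 29 genes lower. Leaving out *sef1*Δ low-iron replicate 4 left 3 genes and leaving out WT low-iron replicate 4 gave 7. With the difference between strains tested as the interaction with iron, in which an offset between slides cancels, *FRE3* (−1.25, standard error 0.35, adjusted p = 0.0402, limma) and *FRE2* (−1.16, standard error 0.26, adjusted p = 0.0119, limma) were lower and *YAP5* (0.76), *SIT2* (0.86), and *ZRT1* (1.08) higher.

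**Figure D2:**
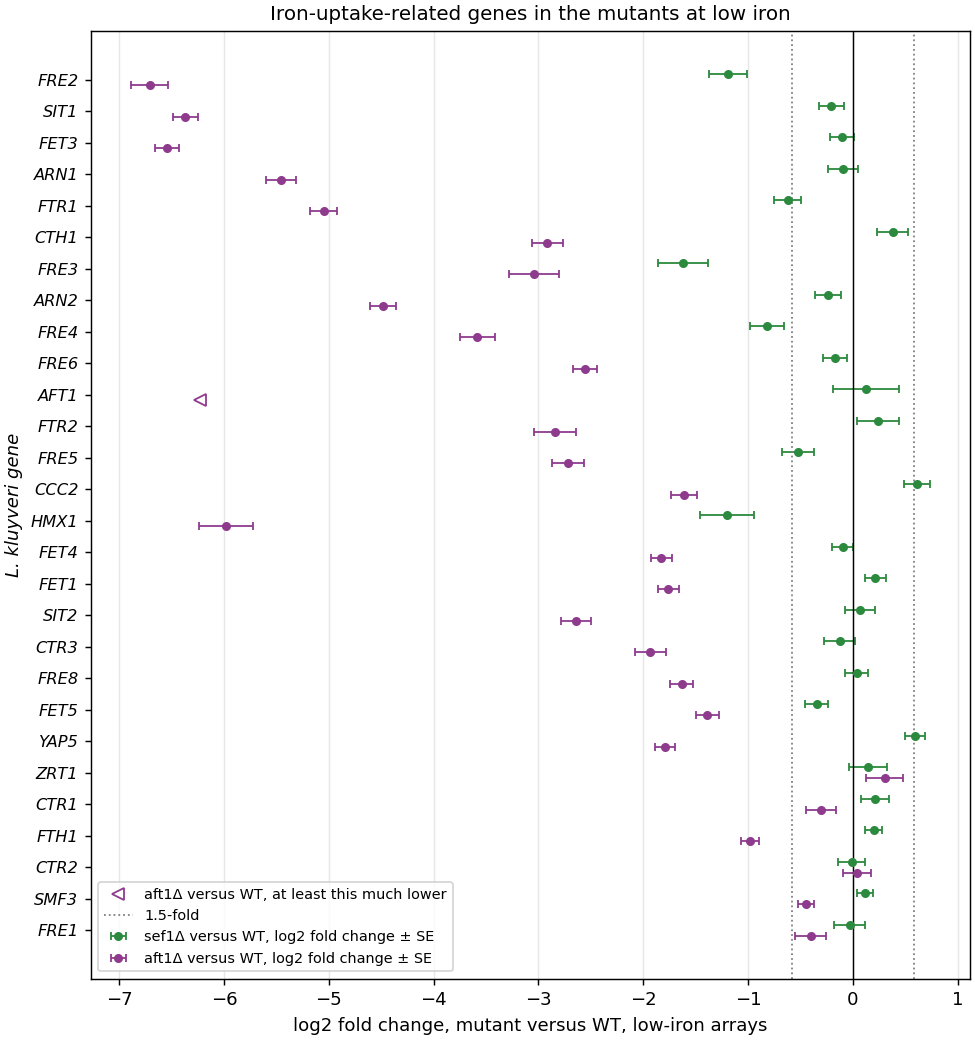
Log2 fold change (x axis) of 28 iron-uptake-related genes (y axis) in *sef1*Δ (green) and *aft1*Δ (purple) against WT on the low-iron arrays, with bars for the standard error from limma and dotted lines at 1.5-fold. The open triangle is the lower bound for *AFT1* in *aft1*Δ. The *aft1*Δ points reach −6.71 for *FRE2*, and the lowest *sef1*Δ point is −1.62 for *FRE3*; *CCC2* and *YAP5* lie just past 1.5-fold higher in *sef1*Δ, which holds for neither gene after scaling to the median, nor for *CCC2* after quantile normalization or normexp.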

Including these iron-uptake-related genes, a total of 114 genes was upregulated in wild-type cells under low-iron conditions. Among these 114 genes, anticipated upregulation was hindered in 24 and 70 of them in the *sef1*Δ and *aft1*Δ lines, respectively. 

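Over all genes, 149 were called higher and 101 lower in WT at low iron than at high iron. The low-iron and high-iron arrays did not overlap for 142 of the genes called higher and 91 of those called lower. All 114 genes listed as upregulated in Table S1 were among the 149, and 70 of its 73 downregulated genes were among the 101. After the iron-uptake-related genes, the gene with the largest rise was SAKL0H25410g on chromosome H, with a log2 fold change of 5.44 (standard error 0.22, adjusted p = 1.67e-18, limma), although its probe was well above background on only 2 of the 4 high-iron arrays and its other probe gave 0.54, which was not called. Among the largest falls were those of *ATG10* (SAKL0H25872g), with a log2 fold change of −2.05 (standard error 0.13, adjusted p = 1.85e-13, limma), *LEU1* (SAKL0H21868g, −1.84), *ILV3* (SAKL0G14454g, −1.63), and *MAE1* (SAKL0A09372g, −1.51). Raising the fold threshold to 2 changed the counts most, to 62 higher and 19 lower.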

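Of the 149 genes called higher at low iron, 42 were called lower in *sef1*Δ than in WT at low iron and 92 lower in *aft1*Δ. Taking the 114 genes of Table S1 as the list gave 25 and 70. In a simulation of unchanged mutants compared with the same WT low-iron arrays, run 100 times, at most 1 of the induced genes was called lower in *sef1*Δ and 0 in *aft1*Δ. The simulated arrays held independent noise and no offset between slides, so these values cannot exclude such an offset. Among the 42 genes, 16 were also called lower in *sef1*Δ at high iron and 26 were not. Among the 92 genes, 22 were also called lower in *aft1*Δ at high iron and 70 were not. Tested as an interaction with iron, 16 of the 149 genes rose less in *sef1*Δ than in WT and 91 rose less in *aft1*Δ, and 12 of these 16 genes were among the 42. Over all genes, 1148 were called between *sef1*Δ and WT at low iron, 535 higher and 613 lower, and 2175 between *aft1*Δ and WT, 1161 higher and 1014 lower. Of the 1161 genes, 306 lie on chromosome A, whose genes as a whole had higher signals on the *aft1*Δ arrays. The share called higher depended on the scaling. It was 46.6% in *sef1*Δ, 34.1% after quantile normalization, and 30.6% after scaling to the median, and 53.4%, 40.5%, and 35% in *aft1*Δ. The median log2 fold change of all genes was −0.009 in *sef1*Δ and −0.022 in *aft1*Δ, and quantile normalization and scaling to the median moved it by −0.07 and −0.109 in *sef1*Δ and by −0.138 and −0.205 in *aft1*Δ. The gene with the largest fall in *sef1*Δ apart from *SEF1* was SAKL0F13750g, with a log2 fold change of −3.32 (standard error 0.18, adjusted p = 1.37e-14, limma). The largest rise was that of SAKL0H21824g, 2.63 (standard error 0.20, adjusted p = 8.57e-12, limma). At low iron, the normalized signal of SAKL0F13750g was 0.932 in WT, −2.384 in *sef1*Δ, −2.218 in *aft1*Δ, and −2.655 in *sef1*Δ*aft1*Δ. That of SAKL0H21824g was −1.933, 0.699, 0.577, and 2.2 in the same order. Neither change was therefore particular to *sef1*Δ.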

Interestingly, 19 out of the 24 (79%) genes affected in the *sef1*Δ line were also affected in the *aft1*Δ line (fig. 3*D* and supplementary table S2, Supplementary Material online), suggesting that Lk-Sef1 and Lk-Aft1 genetically share many downstream targets in iron-related pathways. These findings support our phenotypic results that Lk-Sef1 only plays a minor role in iron homeostasis and that a plastic rewiring of the Sef1 transcriptional network shifted its biological functions to regulate other phenotype-determining genes.

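Of the 42 low-iron-induced genes called lower in *sef1*Δ, 34 were also called lower in *aft1*Δ (81%), 8 were lower in *sef1*Δ only, 58 in *aft1*Δ only, and 49 in neither. Given these totals, 25.9 genes would be expected in both lists (one-sided Fisher's exact test within the 149 genes, p = 0.00179, with genes not being independent replicates). Both comparisons use the same WT low-iron arrays. In the simulation of unchanged mutants the overlap was 0, but neither simulated list held more than 1 gene, so this value does not show how far the shared arrays raise the overlap of longer lists. With 2 of the WT low-iron arrays used for *sef1*Δ and the other 2 for *aft1*Δ, in each of the 6 possible divisions, 27 to 34 genes were in both lists against 22.1 to 25.7 expected (one-sided Fisher's exact test, p from 0.00186 to 0.0361). Over the Table S1 genes the overlap was 20 of 25 (80%, one-sided Fisher's exact test, p = 0.0243, against 15.4 expected). With the methods' t-test and Benjamini-Hochberg adjustment, 19 genes were in both lists (76%, one-sided Fisher's exact test, p = 0.0694). Genes that rose less at low iron than in WT by the interaction overlapped in 13 (81.2%, one-sided Fisher's exact test, p = 0.0656, against 9.8 expected). Over all 149 genes, 61.7% were lower in *aft1*Δ, the share expected of a list unrelated to it.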

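The response to low iron within each strain shows the genes at stake. In *sef1*Δ, 175 genes were called higher at low iron and 134 lower, and 85 of the 149 genes induced in WT were among the 175. In *aft1*Δ, 78 were called higher and 100 lower, and 19 of the 149 were among the 78. Of the 29 iron-uptake-related genes, 27 were called higher at low iron in *sef1*Δ, *ARN3* among them without a measured signal. In *aft1*Δ, 3 were called higher and 3 lower. The genes called higher in *aft1*Δ were *ZRT1* and, with probes not well above background on any *aft1*Δ array, *AFT1* and *ARN3*. By the interaction with iron, which tests the difference between strains itself, 153 genes responded differently in *sef1*Δ than in WT and 296 in *aft1*Δ. The *sef1*Δ count depended on single arrays, falling to 65 without *sef1*Δ high-iron replicate 2 and rising to 259 without *sef1*Δ low-iron replicate 1. From the few iron-uptake-related genes reduced in *sef1*Δ beside the many reduced in *aft1*Δ, and from the affected genes that the mutants share, the paper reasons that Lk-Sef1 has a minor role in iron homeostasis, as in its growth assays, and that the Sef1 network was rewired toward other genes.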

### TCA Cycle-Related Genes Are the Major Binding Targets of Lk-Sef1

Our results indicate that the function of Lk-Sef1 has deviated from that of Sef1 in *C. albicans*, probably via plastic rewiring onto its downstream target genes upon divergence from its common ancestor. To directly establish the identity of those target genes, we performed chromatin immunoprecipitation-sequencing (ChIP-seq) experiments on Lk-Sef1 from cells grown under YPD or YPGly conditions. A total of 895 consistent peaks were identified across all three biological repeats in the same condition, including 378 peaks called from YPD samples and 780 peaks called from YPGly samples (supplementary fig. S3*A* and table S3, Supplementary Material online). Both numbers of peaks and enrichment scores were higher in YPGly than in YPD (supplementary fig. S3*B*, Supplementary Material online), consistent with the phenotypic characterization showing that Lk-Sef1 has a greater influence on respiratory growth.

Next, we analyzed the top 50 most strongly enriched peaks from YPGly samples. Gene ontology (GO) analysis revealed that the TCA cycle and respiration genes were the most enriched (fig. 4*A* and *B*). Moreover, 15 out of 21 TCA cycle genes annotated in the *L. kluyveri* genome were in the top-50 list (fig. 4*C*). A subsequent survey of the 895 total peaks (corresponding to 758 assigned genes) revealed that 18 TCA cycle genes were bound by the TF Lk-Sef1 (fig. 4*C* and supplementary fig. S4, Supplementary Material online). In contrast, only four out of 29 iron-uptake-related genes were bound by Lk-Sef1. These results indicate that TCA-cycle-related genes are the major binding targets of Lk-Sef1.

**Fig. 4.**
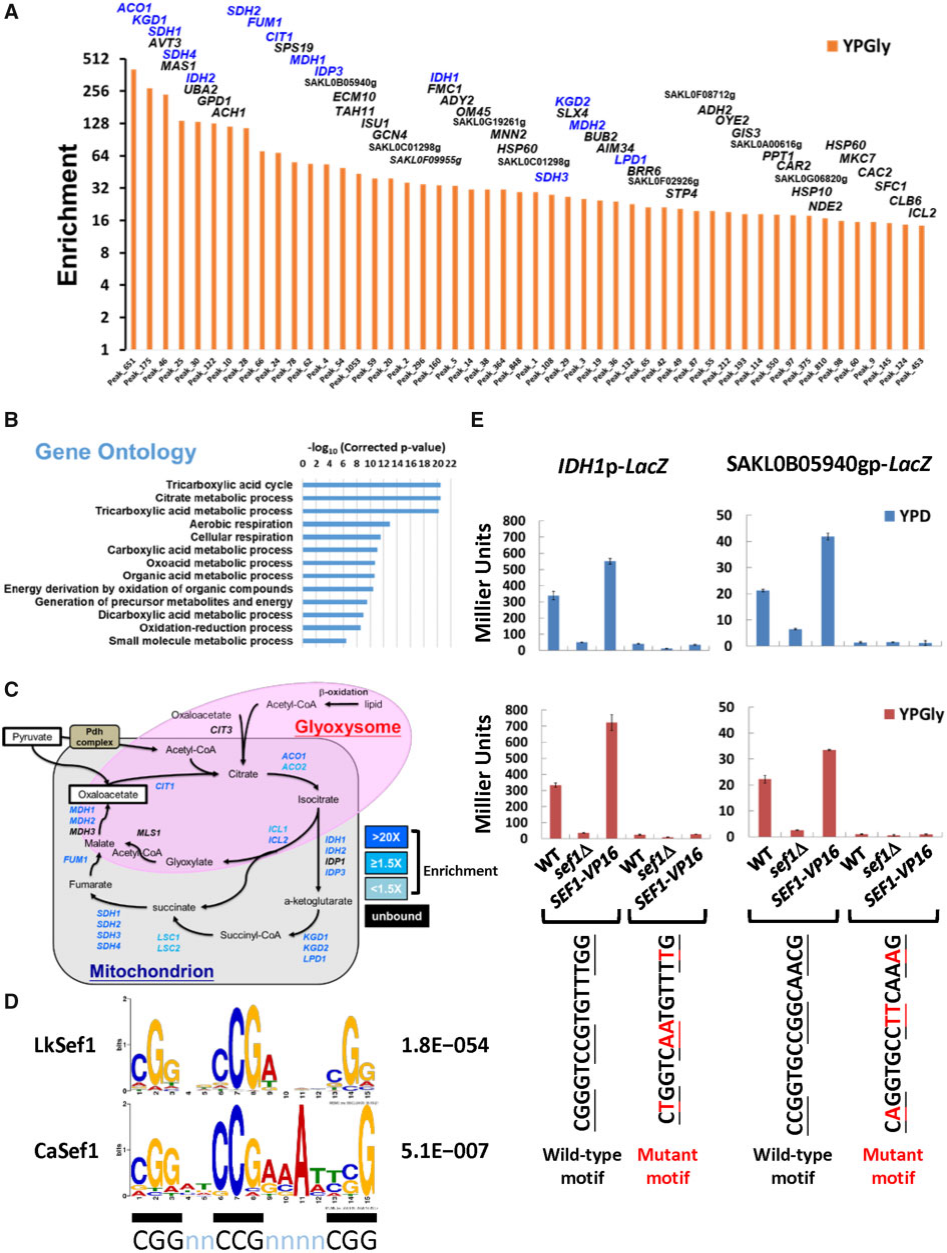
Lk-Sef1 direct targets are strongly enriched in TCA cycle genes. (*A*) TOP50 peaks ranked based on the enrichment values under YPGly conditions. All 895 peaks (Peak_N, *x*-axis) were ranked based on ChIP enrichment values (*y*-axis) in descending order (orange bars) (also see supplementary fig. S3, Supplementary Material online, and associated figure legend) and only the TOP50 peaks are shown. The names of target genes assigned for each peak are labeled on top of each bar, with TCA cycle genes highlighted in blue. (*B*) GO analysis for target genes from the TOP50 peaks. There are 56 *Lachancea kluyveri* target genes assigned to TOP50 peaks, which corresponded to 51 *Saccharomyces cerevisiae* orthologs. GO information borrowed from *S. cerevisiae* (SGD; GO Term Finder, version 0.86) was used to analyze the 51 orthologs. The enriched GO terms with a corrected *P*-value lower than 0.0001 are shown. (*C*) A schematic diagram of the TCA cycle and glyoxylate shunt. Both genes and pathways are included. Genes targeted by *L. kluyveri* Sef1 with enrichment values >1.5-fold in either YPD or YPGly conditions are highlighted in blue. Genes that are not targeted by Sef1 are marked in black. (D) The *L. kluyveri* Sef1 DNA recognition motif compared with the published consensus binding motif of *Candida albicans* Sef1. MEME-ChIP was used to generate a position weight matrix (PWM) file of *the L. kluyveri* Sef1 DNA recognition motif. The 250-bp sequences flanking each peak center of the TOP450 peaks were used in analyses. The *C. albicans* Sef1 motif was re-created by repeating the MEME analysis based on previous work (Chen et al. 2011). The consensus “CGGnnCCGnnnnCGG” motif of PWM logos is underlined with black bars. The accompanying *E*-value for each de novo motif prediction is indicated. (*E*) Verification of Sef1 motif prediction by the LacZ reporter-based promoter assay. The peak regions for the *L. kluyveri IDH1* and SAKL0B05940g promoters contain only one most high-confidence (*P*-value < 0.0001) Sef1 binding motif. The wild-type and motif-mutated promoters were fused to the LacZ reporter gene. The mutated residues on each motif are highlighted in red. The contribution of Sef1 motifs to promoter activities was assayed in *L. kluyveri* wild-type, *sef1*Δ, and highly active *SEF1-V16* cells. The LacZ activity was measured under both YPD and YPGly conditions using the liquid-galactosidase assay. The β-galactosidase levels are displayed as average Miller units ± SD from at least three technical repeats.

To further examine Sef1-mediated transcriptional regulation, we generated Lk-Sef1-binding motifs de novo using the sequences of the top-450 Sef1-binding peaks. We selected one of the motif candidates that was highly similar to the known Sef1-binding motif from *C. albicans* (Chen et al. 2011) and that possessed the consensus feature of DNA recognition motifs of the zinc cluster protein family (MacPherson et al. 2006) (fig. 4*D*). A subsequent motif scan demonstrated that all 895 peak regions contained putative binding motifs (FIMO *P*-value < 0.05, representing the probability of a random sequence of the same length as the motif matching that position of the sequence with a score at least as good as the motif; supplementary fig. S4, Supplementary Material online). Moreover, high-confidence motifs (*P*-value < 0.0001) were observed in the promoters of the 15 TCA cycle genes strongly bound by Lk-Sef1 (supplementary fig. S4, Supplementary Material online).

Our identification of this binding motif allowed us to investigate directly the effect of Lk-Sef1 binding on gene expression. We chose two promoters carrying high-confidence motifs from the top-50 Sef1-binding list (including one TCA cycle gene *IDH1* and one uncharacterized gene SAKL0B05940g) and generated corresponding plasmid-based LacZ reporter constructs (supplementary fig. S5*A*, Supplementary Material online). By introducing mutations into the conserved residues of the Sef1-binding motif (supplementary fig. S5*B*, Supplementary Material online), we were able to completely abolish reporter expression (fig. 4*E*). These results confirm that the de novo-predicted Lk-Sef1-binding motif is functional and contributes to Lk-Sef1-mediated gene expression.

### Pervasive Nonfunctional Binding of Sef1 on Its Target Genes

The strong enrichment for Sef1 binding to TCA cycle genes would seem to conflict with the mild respiratory growth defects observed in *sef1*Δ cells (fig. 2*A*). This scenario raises the question of whether the expression of TCA cycle genes is regulated by Sef1. Indeed, when we compared the transcriptome profiles of *sef1*Δ and wild-type cells (supplementary tables S4 and S5, Supplementary Material online), only 16 and 96 genes were respectively downregulated under YPD and YPGly conditions in the *sef1*Δ mutant, including only eight TCA cycle genes (fig. 5*A*). We used qPCR to further confirm that some of the Sef1-binding TCA cycle genes are insensitive to *sef1*Δ (supplementary fig. S6, Supplementary Material online). Consequently, for those insensitive genes, Lk-Sef1 acts like a “spurious” regulator, binding strongly to the target genes but not contributing to their expression.

**Fig. 5.**
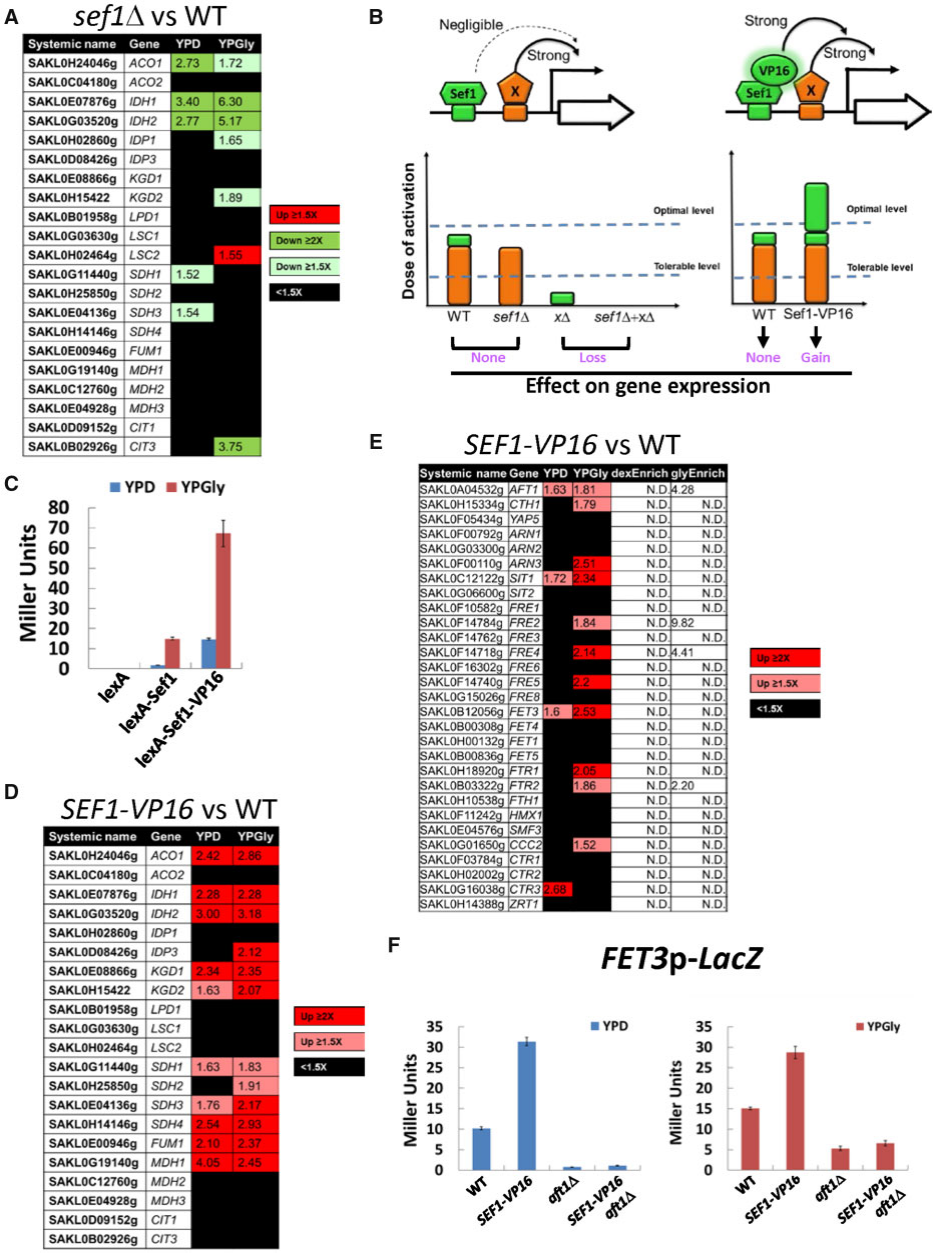
The contribution of *Lachancea kluyveri* wild-type Sef1 and the highly active Sef1 mutant to the expression of direct target genes. (*A*) Differential expression of TCA cycle genes in response to *sef1*Δ. The RNA expression profiles from the *L. kluyveri* wild-type and *sef1*Δ cells grown to early log-phase under both YPD and YPGly conditions were compared. A total of 21 annotated TCA cycle genes are listed and 18 of them are direct targets of Sef1 with three exceptions, *IDP1*, *MDH3*, and *CIT3*. (*B*) Proposed model of “insufficient dose of activation” on target gene expression for *L. kluyveri* Sef1. Left panel: The activation activity of Sef1 is negligible relative to strong transcription factor X. Therefore, deletion of *SEF1* does not affect gene expression. Right panel: Sef1 transcriptional activity is enhanced by fusing with a VP16 domain. When the additive activation dose from Sef1-VP16 and factor X exceeds the threshold of the optimal level, gene expression will be further induced. “Tolerable level” represents the minimal dose of transcriptional activation to maintain the wild-type gene expression level. “Optimal level” is the minimal dose of transcriptional activation to gain higher gene expression than the wild-type level. (*C*) One-hybrid assays for C-terminally VP16-fused *L. kluyveri* Sef1. The Sc-ADH1 promoter-driven Lk-Sef1 and Lk-Sef1-VP16, which are N-terminally fused with LexA protein, bind to the LexA operator (lexAOP) on the basal promoter of the *lacZ* reporter gene and modulate the expression of *lacZ*. LacZ activity was measured using the liquid-galactosidase assay. The β-galactosidase levels are displayed as average Miller units ± SD from at least three technical repeats. (*D*) Differential expression of TCA cycle genes in response to the gain-of-function *SEF1-VP16* mutation. The RNA expression profiles from the *L. kluyveri* wild-type and *SEF1-VP16* cells grown to early log-phase under both YPD and YPGly conditions were compared. (*E*) Differential expression of iron-uptake-related genes in response to the gain-of-function *SEF1-VP16* mutation. The RNA expression profiles from the *L. kluyveri* wild-type and *SEF1-VP16* cells grown to early log-phase under both YPD and YPGly conditions were compared. The terms “dexEnrich” and “glyEnrich” represent enrichment values of Sef1-binding from ChIP-seq data under glucose and glycerol conditions, respectively. “N.D.” means the gene is not targeted by Sef1. (*F*) The activities of the *FET3* promoter were assayed in *L. kluyveri* wild-type, *SEF1-V16*, *aft1*Δ, and *SEF1-VP16*/*aft1*Δ cells. LacZ activity was measured under both YPD and YPGly conditions using the liquid-galactosidase assay. The β-galactosidase levels are displayed as average Miller units ± SD from at least three technical repeats. For (*A*), (*D*), and (*E*), upregulated genes in each mutant with ≥1.5-fold change are highlighted in red. Downregulated genes in each mutant with ≥1.5-fold change are highlighted in green. Nondifferentially expressed genes (<1.5-fold change) are marked in black. At least 3–4 biological repeats of each sample were analyzed. The details of analyses are shown in Materials and Methods.

To verify whether the growth defect of *Lk-sef1*Δ cells under respiratory conditions is caused by downregulation of the Sef1-bound TCA cycle genes, we chose one of them, *ACO1*, which has the most abundant mRNA level among Sef1-regulated TCA cycle genes, and overexpressed it via a strong promoter (from SAKL0B08294g encoding the translational elongation factor Tef2). Sole overexpression of the *ACO1* gene partially restored the fitness of *Lk-sef1*Δ cells (supplementary fig. S7, Supplementary Material online), indicating that the TCA cycle genes are indeed the major phenotype-determining genes regulated by Sef1 under respiratory conditions. Furthermore, only a small proportion of Sef1-bound genes was downregulated in response to *sef1*Δ, representing 3.96% (30/758) of all Sef1 targets (compare supplementary tables S3, S4, and S5, Supplementary Material online). These results imply that the majority of Lk-Sef1-binding genes are subjected to more complex regulation, possibly through other redundant or additive transcriptional regulators.

### Enhanced Sef1 Transcriptional Activity in *L. kluyveri* Alters the Native Transcriptional Network

Nonfunctional TF binding (“spurious” TF binding) describes the binding of a TF on the promoter of a target gene that serves no function in driving gene expression (Spivakov 2014). The thresholds of dose-of-activation on the promoter determine functional redundancy of each bound TF for gene expression (fig. 5*B*) (Spivakov 2014). As Lk-Sef1 binds to 895 regions across the genome, spanning 758 genes with different binding affinities (supplementary table S3, Supplementary Material online), extrinsic (environmental) or intrinsic (genetic) perturbations of Sef1 may change the gene expression pattern of this transcriptional network and consequently alter phenotypic diversity. One possible perturbation is to vary its potency or redundancy in regulating target genes so that nonfunctional binding can become functional. To test this hypothesis, we fused Lk-Sef1 with the activation domain of a viral protein, VP16, known to interact with the TATA-binding protein, TFIIB, and the SAGA histone acetylase complex to enhance yeast transcription (Hall and Struhl 2002; Hirai et al. 2010; Stynen et al. 2012), and then examined its effects on known Sef1-binding targets (fig. 5*B*). Addition of the VP16 activation domain (hereafter, named VP16) indeed increased the basal activation activity of Lk-Sef1 (fig. 5*C*), as well as the expression of tested Sef1-binding targets (supplementary fig. S8*A*, Supplementary Material online). When the transcriptome profiles of *SEF1-VP16* and wild-type cells were compared, 85 and 92 genes were, respectively, upregulated under YPD or YPGly conditions (supplementary tables S6 and S7, Supplementary Material online), including six additional TCA cycle genes previously known to be insensitive to *sef1*Δ (fig. 5*D*). These results demonstrate that by enhancing the transcriptional activity of a TF to mimic its acquisition of gain-of-function mutations, nonfunctional TF binding can partially and selectively (i.e., conditionally) become functional, allowing the TF to gain control of some target genes originally unaffected by it. We have defined this phenomenon as “resuscitation” in this study.

### A Resuscitated Lk-Sef1 Transcriptional Network Endows Immediate Adaptive Benefits in Changing Environments

Next, we wondered whether a resuscitated transcriptional network could endow cells with immediate adaptive potential. To do this, we examined the phenotypic outcomes of the resuscitated Sef1-VP16 transcriptional network. Interestingly, we found that 12 iron-uptake-related genes were upregulated in *SEF1-VP16* cells (fig. 5*E*), despite Sef1 binding being enriched in only four of these 12 iron-uptake genes (i.e., *AFT1*, *FRE2*, *FRE4*, and *FTR2*, see supplementary table S3, Supplementary Material online). We speculated that Sef1-VP16 activated expression of those iron-uptake-related genes indirectly by increasing *AFT1* levels given that TF *AFT1* is one of the Sef1-binding targets (supplementary fig. S4, Supplementary Material online). We constructed a *FET3* promoter-*LacZ* reporter to test this hypothesis. We found that *FET3* expression was upregulated in the *SEF1-VP16* background, but deletion of *AFT1* abolished that effect (fig. 5*F*). Using qPCR, we further confirmed these Aft1-dependent effects in another two non-Sef1-bound iron-uptake genes (*SIT1* and *FTR1*) (supplementary fig. S8*B*, Supplementary Material online). These results reveal an additional layer of crosstalk between the Lk-Sef1 and Lk-Aft1 networks at the molecular level.

The fact that iron-uptake-related genes were upregulated in the *SEF1*-*VP16* strain implies that this scenario may benefit cells in an environment with fluctuating iron availability. We tested this idea by a competition assay between wild-type and *SEF1-VP16* cells grown under iron-rich or low-iron conditions. Our results show that the *SEF1-VP16* strain grew equally as well as the wild-type strain under iron-rich conditions but outcompeted the wild-type cells when iron was depleted (fig. 6*A*). Previously, the TCA cycle was shown to be involved in the desiccation tolerance of worms and yeast (Erkut et al. 2016). We found that the *SEF1-VP16* strain also exhibited higher desiccation tolerance than the wild-type strain (fig. 6*B*), with _**∼**_3-fold improved tolerance when desiccated at 28 _**°**_C and a 15-fold improvement at 39 _**°**_C. Together, our findings provide evidence that rendering nonfunctional TF binding on a transcriptional network functional via newly acquired regulatory mutations enables a cell to better adapt to a changing environment. If such conditions persist, then the newly acquired regulatory function may be further adjusted, leading to subsequent transcriptional network rewiring.

**Fig. 6.**
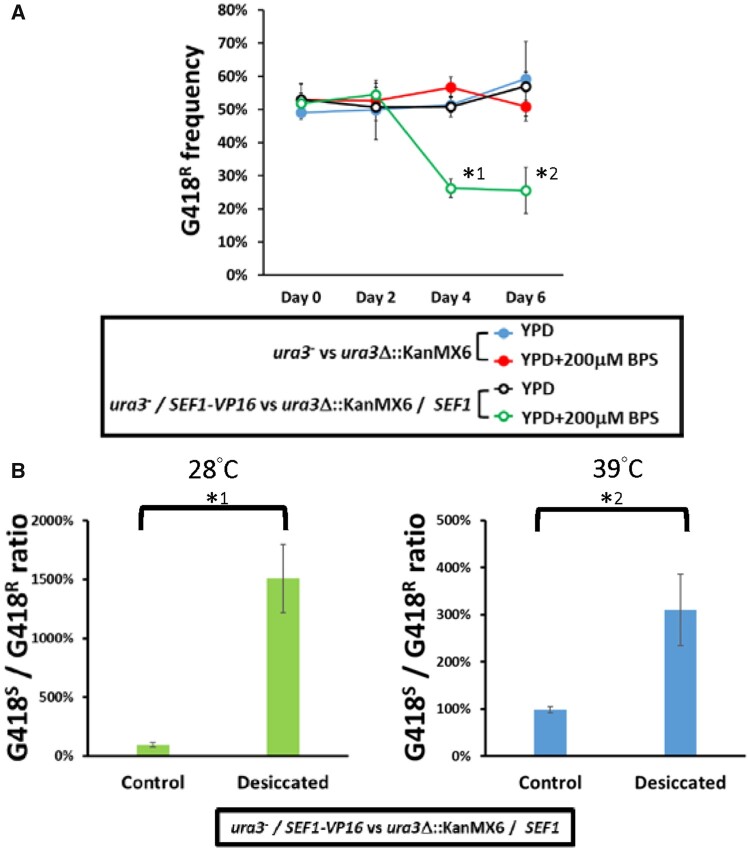
Fitness consequences of the highly active Sef1 strain in *Lachancea kluyveri*. (*A*) The *SEF1-VP16* mutant in *L. kluyveri* is more competitive than the wild type under low-iron conditions. Competition assays were performed by mixing the tested strains (*ura3*^−^; G418-sensitive) with the reference wild-type strain (*ura3*Δ::KanMX6; G418-resistant) at an initial 50:50 cell number ratio for 6 days at 30 °C. Four sets of the competition were conducted as follows: (blue closed circle) the G418-sensitive wild type was competed with the G418-resistant wild type in YPD; (red closed circle) the G418-sensitive wild type was competed with the G418-resistant wild type in YPD + 200 µM BPS; (black open circle) the G418-sensitive *SEF1-VP16* mutant was competed with the G418-resistant wild type in YPD; and (green open circle) the G418-sensitive *SEF1-VP16* mutant was competed with the G418-resistant wild type in YPD + 200 µM BPS. Each frequency of G418-resistant cells is shown on the *y*-axis at the indicated time (2-day intervals). A two-tailed Student’s t-test was used to calculate the *P*-value for each pair by comparing the frequencies at Day 0 with the frequencies for the other days. Only the pairs with *P* value <0.01 are marked with * (*^1^: *P* = 9.09665E − 07; *^2^: *P* = 0.00036). (*B*) The *SEF1-VP16* mutant in *L. kluyveri* is more resistant to desiccation than the wild type. Desiccation assays were performed by mixing the *SEF1-VP16* strain (*ura3*^−^; G418-sensitive) with the reference wild-type strain (*ura3*Δ::KanMX6; G418-resistant) at an initial 50:50 cell number ratio and air-dried for 24 h at 28 or 39 °C. Each ratio of G418-sensitive to -resistant cells is shown. A two-tailed Student’s t-test was used to calculate the *P*-value for each pair by comparing the G418^S-to-R^ ratio of the control sample (without desiccation) with the G418^S-to-R^ ratio of the desiccated sample. Only the pairs with *P* value <0.01 are marked with * (*^1^: *P* = 0.004867043; *^2^: *P* = 0.000600783).

## Discussion

### Plastic Rewiring of Sef1 Transcriptional Networks across Species

Deletion of *SEF1* orthologs from diverse yeast species resulted in them displaying a variety of mutant phenotypes (figs. 1 and 2 and supplementary fig. S1, Supplementary Material online) (Gerwien et al. 2016), suggesting that the function of Sef1 has changed multiple times during the evolution of *Saccharomycotina* yeasts. The high plasticity of Sef1-mediated regulation is best exemplified by the iron-uptake regulatory pathway, in which Sef1 is a master regulator in *C. albicans* but plays no role in *S. cerevisiae* (Shakoury-Elizeh et al. 2004; Philpott et al. 2012; Noble 2013). By investigating Sef1 in a protoploid yeast species, *L. kluyveri*, we have revealed a functional divergence of Sef1 between two crosstalking pathways, that is, iron uptake and the TCA cycle. Although both Lk-Sef1 and Ca-Sef1 bind multiple targets in the iron-uptake and TCA cycle pathways, there has been a significant reciprocal reduction in the numbers of binding targets in both pathways (fig. 7*A* and *B*). The Lk-Sef1 network has more connections to the TCA cycle pathway, whereas Ca-Sef1 plays a more significant role in regulating the iron-uptake pathway. Moreover, the previous *sef1*Δ transcriptome data also indicated that Sef1 orthologs affect the expression of three TCA cycle genes (*ACO1*, *IDH1*, and *IDH2*) and a small set of iron-uptake genes in *S. cerevisiae* (Reimand et al. 2010; Kemmeren et al. 2014) and *C. glabrata* (Gerwien et al. 2016), although whether this regulation is direct or indirect is unknown because there are no corresponding ChIP data and the precise binding targets of Sc-Sef1 and Cg-Sef1 have not been identified. The observed plastic Sef1-mediated regulation of TCA cycle genes and iron-uptake genes in species from different phylogenetic clades implies that Sef1 possessed both TCA cycle and iron-uptake genes as binding targets in the common ancestor of those species. The extensive prevalence of the Lk-Sef1 motif (fig. 4*D*) on the TCA cycle genes of other *Lachancea* species supports this idea (supplementary fig. S9, Supplementary Material online), suggesting that *L. kluyveri* may not be the unique *Lachancea* species using Sef1 to regulate TCA cycle genes. We propose a simplified model showing that both plastic rewiring of transcriptional networks and different functional switches of Sef1 led to the current Sef1 networks in *L. kluyveri* and *C. albicans* lineages (fig. 7*C*). However, it remains unclear whether the vestigial regulation of Aft1 by Sef1 is derived from the common ancestor or a lineage-specific evolution in *L. kluyveri*. Nevertheless, the functional divergence of Aft orthologs between *C. albicans* and *L. kluyveri* implies that there is another transcriptional rewiring among Aft factors. It will be interesting to investigate how these two rewired regulatory networks (Aft and Sef1) are coupled or have diverged during evolution.

**Fig. 7.**
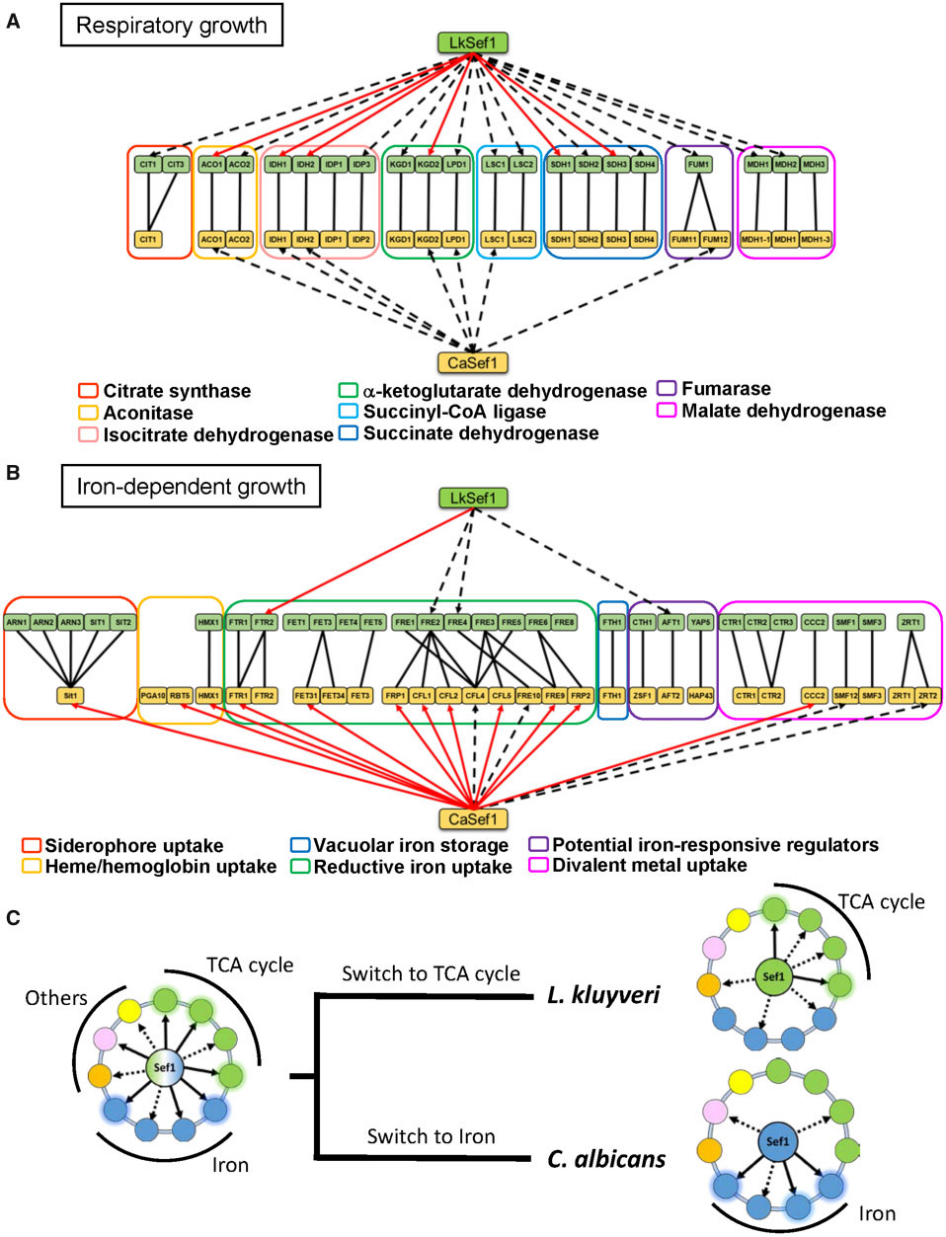
Summary of Sef1 plastic rewiring by comparing Lk-Sef1 with Ca-Sef1. (*A*) Direct TCA cycle gene regulation by Sef1 in *Lachancea kluyveri* and *Candida albicans.* (*B*) Direct iron-uptake-related gene regulation by Sef1 in *L. kluyveri* and *C. albicans.* The dashed black arrows indicate Sef1 binding to the promoter of the target gene, as confirmed by ChIP-seq data. The solid red arrows represent that Sef1 not only targets the gene directly but also is essential for gene expression according to microarray analyses. The homologous groups of TCA cycle genes or iron-uptake-related genes are classified by differently colored rectangles as indicated. (*C*) The proposed switches in the function of Sef1 from a hypothetical common ancestor.

### Potential Adaptive Roles of Nonfunctional Sef1-Binding Events

For many well-studied TFs, the numbers of ChIP-identified target genes are much higher overall than for the numbers of verified TF-regulated genes (Chen et al. 2011; Lane et al. 2015; Merhej et al. 2016; Kuang et al. 2017; Mittal et al. 2017; Pincus et al. 2018; Ronsmans et al. 2019). If we solely consider the TFs that can bind to more than 50 target genes (>1% of total genes in the genome), their functional binding frequencies (i.e., the number of genes bound and regulated by the TF/the number of genes bound by the TF) vary from 6.8% (Merhej et al. 2016) to 87.9% (Mittal et al. 2017). Interestingly, comparing with Ca-Sef1, which has a 50% functional binding frequency (Chen et al. 2011), Lk-Sef1 has an even lower functional binding frequency (3.96%) (supplementary tables S3–S5, Supplementary Material online), highlighting the relatively pervasive nonfunctional binding of Sef1 on its target genes. These nonfunctional binding targets in the Sef1 network probably result from plastic rewiring, but they may also serve as building blocks for the formation of a network with new biological functions. This idea is supported by the adaptive advantages presented by *SEF1-VP16*-containing cells under iron-deprived (fig. 6*A*) and desiccation conditions (fig. 6*B*). Although the initial accumulation of nonfunctional binding events is likely neutral to the cell, these nonfunctional binding targets may provide immediate benefits for adaptation to changing environments when expressed by a mutant transcriptional factor or perturbed regulatory network. Our results provide direct evidence to support the model describing the evolutionary steps of prior plastic rewiring followed by a functional switch of a TF during network rewiring (Nocedal et al. 2017).

### Switches between Nonfunctional and Functional TF Binding: Proposed Models and Perspectives

The prevalence of nonfunctional TF-binding events may represent an ongoing stage in the pathway degeneration process before the TF completely loses its influence on these target genes or an initial stage of new regulatory network formation. Both scenarios can trigger plastic rewiring of the native gene regulatory network. The “degeneration” model hypothesizes that a TF was the primary regulator of gene A in the common ancestor (supplementary fig. S10*A*, Supplementary Material online). During evolution, TF transcriptional activity decreased possibly due to some environmental perturbations that potentiated changes in TF. To maintain the required expression level of gene A, evolutionary tinkering (i.e., compensatory evolution) enabled TF X to take over the regulation of gene A. This scenario is similar to cases of ribosomal gene regulation in yeasts (Lavoie et al. 2010). Ultimately, TF’s contribution to the expression of gene A becomes negligible, allowing mutations to accumulate in the TF-binding site so that the TF-binding ability is lost. In the “new regulation” model, gene A was originally controlled by transcription regulator X (supplementary fig. S10*B*, Supplementary Material online). During evolution, spontaneous mutations occurred in the promoter region of gene A that created a low-affinity TF-binding site, allowing the nonfunctional binding of TF. However, environmental changes could have increased demand for the gene A product, with the consequent selective force increasing the TF contribution by mutating the binding site to a high-affinity motif or by enhancing the transcriptional activity of TF. Through such changes, the reinforced TF might eventually outcompete original transcription regulator X, dominating regulation of gene A expression.

The proposed models are corroborated by the phenotypic assays of ortholog replacement lines. When we put Sef1 orthologs from other species into the *Lk-sef1*Δ strains, the complementation effects of these orthologs correlated with their heterologous transcriptional activation activities measured by the one-hybrid assay, that is, the higher the transcriptional activity is (supplementary fig. S11*A*, Supplementary Material online), the better the Sef1 orthologs can complement the defects of *Lk-sef1*Δ (supplementary fig. S11*B*, Supplementary Material online). Although these data cannot be used as direct evidence to indicate that Sef1 had changed its activity during evolution, it still reveals the possible physiological impact when a TF changes its transcriptional activity.

As observed in this study for the *SEF1-VP16* line, enhancing the activity of a TF enabled cells to gain novel phenotypes and, in this particular case, enabled better survival (fig. 6*A* and *B*). Moreover, 36 of the *SEF1-VP16*-induced genes are conserved genes unrelated to the TCA cycle and iron uptake, including *GPD1* (involved in glycerol synthesis and osmotic stress response), *HSP10* (involved in mitochondrial protein folding and sorting), *LEU5* and *MET17* (involved in amino acid biosynthesis), and *CRG1* (involved in lipid homeostasis). These changes may eventually lead to adaptive evolution if the cells encounter environmental fluctuations. Given that Sef1 has hundreds of binding sites in the genome, the repertoire of potential adaptive phenotypes is enormous, which may allow the cells to have additional rounds of plastic rewiring and functional switches in the Sef1 networks in the future.

Perturbations in the “hub” genes of a protein interaction network have been suggested to influence the overall phenotypic plasticity of organisms (Koubkova-Yu et al. 2018), allowing cells to gain novel adaptive potential unavailable to wild-type cells. The hub position of TFs in regulatory networks also suggests that their perturbations can have similar evolutionary impacts. However, TFs may exhibit greater flexibility than other hub components, so apart from changing activity or binding sites, a TF can change its regulatory patterns by interacting with other TFs (Mallick and Whiteway 2013) or expand its downstream targets by regulating another TF, as for the case in this study by which Lk-Sef1-VP16 regulates Lk-Aft1. Although several cases of transcriptional rewiring have been documented (Dalal and Johnson 2017; Sorrells et al. 2018; Britton et al. 2020), it will be interesting to establish how many such events have also led to altered evolutionary trajectories or novel adaptations.

## Materials and Methods

Isogenic strains were reconstructed and used for all experiments. All strains, plasmids, primers, genome resources, media, and chemicals are provided in supplementary tables S8–S12, Supplementary Material online. Complete details of the strains and plasmid constructions, phenotypic assays, beta-galactosidase assays, gene expression analyses, ChIP-seq analyses, bioinformatic analyses, statistical analyses, and supplementary figures and table legends are provided in Supplementary Material online.

## Supplementary Material

Supplementary data are available at *Molecular Biology and Evolution* online.

## Supplementary Material

msab192_Supplementary_Data Click here for additional data file.

# Supplementary material for: Plastic Rewiring of Sef1 Transcriptional Networks and the Potential of Nonfunctional Transcription Factor Binding in Facilitating Adaptive Evolution
**Source:** Mol Biol Evol. 2021 Jun 27;38(11):4732–47. doi: 10.1093/molbev/msab192
**Supplement:** msab192_Supplementary_Data

**Plastic rewiring of Sef1 transcriptional networks and the potential of non-functional transcription factor binding in facilitating adaptive evolution**

Po-Chen Hsu\*, Tzu-Chiao Lu, Po-Hsiang Hung, Yu-Ting Jhou, Ahmed A A Amine, Chia-Wei Liao, and Jun-Yi Leu \*

## 26 **Supplementary Materials and Methods**

### 27 **Genome resources**

28 Details of the genome sequences and annotations used in this study are listed in Table S11.  
29 Here, only the Bioproject accession numbers are shown, including *Lachancea kluyveri*  
30 (PRJNA1445), *Saccharomyces cerevisiae* (PRJNA260311, PRJNA324291), *Candida*  
31 *albicans* (PRJNA10701), *Hansenula polymorpha* (PRJNA60503), *Pichia pastoris*  
32 (PRJEA37871), *Kluyveromyces lactis* (PRJNA13835), and *Yarrowia lipolytica*  
33 (PRJNA295780). The *SEF1* orthologs were identified based on each genome annotation and  
34 then confirmed by the reciprocal BLAST strategy.

35

### 36 **Strain and plasmid constructions**

37 To avoid confusion, we have used the term “wild-type” to describe the “type strains” of all  
38 species used in our study, which may carry auxotrophic mutations or specific genetic  
39 manipulations, and they acted as reference strains for all comparative experiments. The  
40 strains used in this study are listed in Table S8. The plasmids and primers used for genetic  
41 manipulation are listed in Tables S9 and S10, respectively. All the DNA fragments used in  
42 cloning were PCR-amplified using Phusion High-Fidelity DNA polymerase (F530L, Thermo  
43 Fisher Scientific, USA). The PCR products and restriction digested products were purified by  
44 PCR cleanup or gel extraction using the AccuPrep® PCR/Gel Purification Kit (K-3037, Bioneer,  
45 Korea). All the plasmids were extracted and purified by the Presto™ Mini Plasmid Kit  
46 (PDH300, Geneaid, Taiwan). Successful strain constructions were confirmed by genomic  
47 DNA extraction as described previously (Hsu, et al. 2011), followed by PCR diagnostics using  
48 a homemade Taq DNA polymerase for genotyping.

49 For gene deletions, the DNA fragments of each deletion module consisting of a  
50 selection marker flanked by 5' and 3' homologous sequences to the target locus were created

51 by overlap-extension-PCR (Shevchuk, et al. 2004) (for *S. cerevisiae*, *L. kluyveri*, *K. lactis*, *H.*  
52 *polymorpha*, and *Y. lipolytica*), the SAT1 flipper method (Reuss, et al. 2004) (for *C. albicans*  
53 and *L. kluyveri*), or the Cre-ZeoR method (Pan, et al. 2011) (for *P. pastoris*). Briefly, each pair  
54 of 5' and 3' flanking regions for the target gene was PCR-amplified from the genomic DNA of  
55 each species and the fusion PCR was done by using Phusion High-Fidelity DNA polymerase  
56 (F530L, Thermo Fisher Scientific) with the help of  $\geq 20$ –40 base-pair (bp) overlap sequences  
57 between the drug markers (KanMX6 (Wach, et al. 1997), HphMX4 (Goldstein and McCusker  
58 1999), and NatMX4 (Goldstein and McCusker 1999)) and paired flanking sequences. For the  
59 SAT1 flipper system, the flanking sequences were fused with the SAT1-FLIP cassette in the  
60 pSFS2A plasmid by two rounds of ligation (T4 DNA ligase, M180A, Promega, USA) or by the  
61 In-Fusion<sup>®</sup> HD Cloning Kit (639650, ClonTech by Takara, Japan). For the Cre-ZeoR method,  
62 the *lox71*-Cre-ZeoR-*lox66* cassette was also fused with 5' and 3' flanking sequences by  
63 overlap-extension-PCR. To increase integration efficiency, about 1000 bp of flanking  
64 sequences were used for *Y. lipolytica SEF1* deletion. For integrations in other species, at  
65 least 300 bp sequences were used.

66 For gene reconstitution, replacement, and tagging in *L. kluyveri*, the SAT1 flipper  
67 method (Reuss, et al. 2004) was used. To create the *L. kluyveri SEF1* reconstitution plasmid,  
68 DNA fragments of the *SEF1* promoter (–1 to –638) and open reading frame (ORF) were PCR-  
69 amplified, restriction-digested, and ligated into the 5' multiple cloning sites (MCS) of the  
70 SAT1-FLIP cassette between the KpnI-ApaI sites and the ApaI-XhoI sites, respectively. To  
71 create the *SEF1* ortholog replacement plasmids, the full-length *Ca-SEF1*, *Sc-SEF1*, *Hp-SEF1*,  
72 and *Pp-SEF1* ORFs were cloned into the reconstitution plasmid between the the ApaI-XhoI  
73 sites to replace the *Lk-SEF1* ORF. The native ApaI and XhoI sites on the *Hp-SEF1* ORF and  
74 the KpnI site on the *Pp-SEF1* ORF were synonymously mutated by overlap-extension-PCR-  
75 based site-specific mutagenesis (Sambrook and Russell 2001). To create the Sef1 C-terminal

76 tagging plasmids, the *lexA*, TAP, and VP16 (activation domain-only) sequences were  
77 amplified from pEG202 (ClonTech by Takara), pBS1479 (Puig, et al. 2001), and pC2HP  
78 (Stynen, et al. 2010), respectively, and cloned between the *Apal*-*XhoI* sites with a 5' (Gly)<sup>3</sup>-  
79 Pro-(Gly)<sup>2</sup> polylinker sequence in-frame and 3' STOP codons. The native *SacI* and *SacII* sites  
80 on the TAP sequences were synonymously mutated by overlap-extension-PCR-based site-  
81 specific mutagenesis (Sambrook and Russell 2001). Since an *Apal* site is located very close  
82 to the VP16 N-terminal end, the VP16 fragment was ligated into pSFS2A and derived vectors  
83 by using the In-Fusion method. In the tagging plasmids, the 638-bp C-terminus of *SEF1*  
84 (+2492 to +3129 of the ORF without the STOP codon) was ligated into the pSFS2A vector  
85 between the *KpnI*-*Apal* sites. In the *SEF1* ortholog tagging plasmids, the fragments made by  
86 fusing *Lk-SEF1* promoter with each *Ca-SEF1*, *Sc-SEF1*, *Hp-SEF1*, or *Pp-SEF1* ORF without  
87 the STOP codon was cloned into the tagging vector between the *KpnI*-*Apal* sites. Each *SEF1*  
88 ortholog sequence was amplified from each replacement plasmid and the *Apal* site locating  
89 between the *Lk-SEF1* promoter and each ORF was mutated to avoid undesired cutting during  
90 cloning. For both the reconstitution and tagging plasmids, the *L. kluyveri SEF1* 3'-UTR  
91 (terminator, +65 to +468 from STOP) sequence was ligated into the 3' MCS of the SAT1-FLIP  
92 cassette between the *SacII*-*SacI* sites. To transform cells, the *KpnI*-*SacI*-digested fragments  
93 from both the reconstitution and tagging plasmids were used in electroporation. Notably,  
94 because the *C. albicans MAL2* promoter on the SAT1-FLIP cassette is leaky in *L. kluyveri*,  
95 the *L. kluyveri* SAT1-FLIP transformants could only be selected and propagated in  
96 YPD+Nou10 plates during strain construction procedures. The integrated SAT1-FLIP  
97 cassette does not support growth of *L. kluyveri* cells in liquid broth with CloNat.

98 To create the *lexA*-operator-regulated LacZ reporter strains (SklexAOPlacZ strains)  
99 used in the one-hybrid assays, the *ScURA3-lexAOP-LacZ* fragments amplified from pSH18-  
100 34 (ClonTech by Takara) were fused with the upstream *L. kluyveri URA3* promoter (−1 to

101 –650 from ATG) and the downstream *L. kluyveri* *URA3* terminator (–15 to +585 from STOP  
102 codon) by overlap-extension-PCR. The product was integrated into the *URA3* locus of  
103 JYL1897 (*ura3<sup>-</sup>*) and transformants were selected by SC–Ura. To create the one-hybrid  
104 plasmids, the *ScADH1p-lexA-MCS-ScADH1t* fragments were amplified from pEG202 and  
105 ligated into pRS41H (Taxis and Knop 2006) between the KpnI-SacI sites to generate  
106 pRS41H-lexA-3. The *SEF1* and *SEF1-VP16* fragments with STOP codons were ligated in-  
107 frame into pRS41H-lexA-3 between the BamHI-NotI sites downstream of the *lexA* sequence  
108 to generate pRS41H-lexA-SkSef1-2 and pRS41H-lexA-SkSef1-VP16-1, respectively. The  
109 plasmid-based one-hybrid strains were created by transforming the SklexAOPlacZ-1 strain  
110 with these two plasmids and then selected in YPD+HGB. Notably, expression of N-terminal-  
111 tagged Sef1 was driven by the foreign *S. cerevisiae ADH1* promoter in the plasmid-based  
112 one-hybrid strains. In the integrated one-hybrid system, Sef1 was tagged with *lexA* at the C-  
113 terminus and expressed in the native locus.

114 To create the LacZ reporter plasmids used in the promoter assays, the DNA fragments  
115 of LacZ ORF-terminator were amplified from pSH18-34 (ClonTech by Takara) and ligated into  
116 pRS41H and pRS41K (Taxis and Knop 2006) between the Apal-NotI sites by using the In-  
117 Fusion method to generate pRS41H-LacZ-1 and pRS41K-LacZ-1, respectively. To create the  
118 promoter-LacZ plasmids, each promoter sequence was PCR-amplified and cloned into the  
119 LacZ reporter plasmids between the KpnI-Apal sites. The *IDH2* (SAKL0G03520g) and *KGD1*  
120 (SAKL0E08866g) promoters were fused into pRS41K-LacZ-1 by ligation. The *IDH1*  
121 (SAKL0E07876g) promoter was fused into pRS41H-LacZ-1 by ligation. The SAKL0B05940g  
122 and *FET3* (SAKL0B12056g) promoters were fused into pRS41H-LacZ-1 by the In-Fusion  
123 method. The promoter-LacZ strains of *IDH1*, *IDH2*, *KGD1*, and SAKL0B05940g were created  
124 by transforming JYL1897, SkSef1KA1, and SkSef1VP16NB10-1 with the corresponding  
125 plasmids. The *FET3p-LacZ* strains were created by transforming JYL1897,

126 SkSef1VP16NB10-1, SkAftKA22, and SkSef1VP16Aft1KA4. The transformants were  
127 selected in YPD+HGB or YPD+G418 medium.

128 To create the *ACO1* overexpression strains, DNA fragments of the *URA3* 5' flanking  
129 region (−1 to −534), the *TEF2* promoter (−991 ~ +23) fused with the KpnI site-mutated *ACO1*  
130 ORF, and the *URA3* 3' flanking region (+110 to +585 from STOP codon) were PCR-amplified,  
131 restriction-digested, and ligated into the 5' or 3' MCS of the SAT1-FLIP cassette between the  
132 KpnI-ApaI sites, the ApaI-XhoI sites, or the SacII-SacI sites, respectively. To transform cells,  
133 the KpnI-SacI-digested fragments from the overexpression plasmids were used in  
134 electroporation. All subsequent procedures were the same as those mentioned above when  
135 using the pSFS2A-based strategy.

136

### 137 **Electroporation**

138 All yeast transformations were performed by using electroporation as described previously  
139 (Hsu, et al. 2011) with some modifications. Briefly, cells from 10 ml of overnight culture in  
140 YPD medium were collected by centrifugation (1500 *g*, 5 min, 25°C; Eppendorf 5810R  
141 centrifuge, A-4-62 rotor, Eppendorf, Germany) and resuspended in sterile lithium buffer (8 ml  
142 of ddH<sub>2</sub>O, 1 ml of 10x TE [100 mM Tris-Cl; 10 mM EDTA, pH 8], and 1 ml of 1 M lithium  
143 acetate [pH 7.5], 250 μl of 1 M DTT). After incubation at 25°C for 1 h with rotation at 50 rpm,  
144 the cells were washed sequentially with 30 ml of ice-cold ddH<sub>2</sub>O and 5 ml of ice-cold 1 M  
145 sorbitol. The final electrocompetent cells were resuspended in 500 μl 1 M sorbitol and kept  
146 on ice until use. Approximately 100 ng plasmid or 1 μg linear DNA fragments were mixed with  
147 100 μl electrocompetent cells, and the mixture was shocked with the Thermo Fisher Scientific  
148 BTX™ Gemini SC2 Electroporation System (2 mm-Electroporation Cuvettes, BL6222, Basic  
149 Life Bioscience Inc., Taiwan; exponential decay mode: 1800 V, 200 Ω, 25 μF). After  
150 electroporation, the cells were immediately washed with 1 ml of 1 M sorbitol, recovered in 1

151 ml YPD medium for 2.5 h at 25°C with end-over-end mixing at 60 rpm (Intelli-Mixer, RM-2L,  
152 Daigger Scientific, USA; F1 mode), and then plated on appropriate selective plates. The  
153 plates were incubated at 28°C for 2–3 days. The selective plates for each selective marker  
154 are listed in Table S12.

155

### 156 **Media, important chemicals, and growth conditions**

157 All the media and important chemicals used in this study are listed with abbreviations in Table  
158 S12. All agar plates contained 2% agar unless indicated otherwise. The basal YPD medium  
159 and synthetic medium were prepared according to Fink et al. (Guthrie and Fink 1991). Some  
160 modifications in the recipe of the synthetic medium are noted in Table S12. All the cultures in  
161 the culture tubes were grown on a drum roller rotating at 50–80 rpm or in flasks with orbital  
162 shaking at 180 rpm. The normal growth temperature for each yeast species was 28–30°C.  
163 Heat stress was applied at 39°C, as indicated in the experiments.

164

### 165 **Phenotypic assays**

166 For spot assays, cells grown in YPD overnight at 28°C were harvested by centrifugation  
167 (Eppendorf 5810R centrifuge; A-4-62 rotor; 1500 g; 5 min; 25°C) and serially diluted to the  
168 desired cell densities with sterile ddH<sub>2</sub>O. Each dilution ( $10^7$ – $10^3$  CFU/ml) was spotted onto  
169 the agar plates (5 µl/spot, about  $10^5$ – $10^1$  CFU/spot) and incubated at 28–30°C or other  
170 temperatures as indicated. The plates were scanned every day using a scanner (EPSON  
171 PERFECTION V750 PRO) and images were recorded for 3–5 days as indicated.

172 For the growth curve assays, cells grown in YPD overnight at 28°C were inoculated into  
173 120 µl YPD medium in a 96-well plate (Tissue Culture Testplate 96 wells F-bottom, 92096,  
174 TPP, Switzerland) at a cell density of 0.2 OD<sub>600</sub>/ml. Cell growth was measured at OD<sub>595</sub> in a  
175 “2x2 multiple reads per well” mode every 12 min using a Tecan plate reader (Infinite 200 PRO,

176 Tecan, Switzerland). Tecan software Magellan Version 7.2 was used for data acquisition and  
177 analyses. For the Magellan method, the plate definition “[TPP96ft]-Tecan Plastic Products  
178 AG6 Flat Transparent” was selected. Each 12-min cycle included 3 min reading, 1 min  
179 shaking, 3 min standing, 1 min shaking, 3 min standing, and 1 min shaking. For the  
180 respiration-inhibited medium, 1  $\mu$ g/ml Antimycin A was added into the YPD medium.

181 For the TTC reduction assays, cells grown in YPD overnight at 28°C were harvested  
182 and diluted at cell densities of 1 OD<sub>600</sub>/ml and 3 OD<sub>600</sub>/ml with sterile ddH<sub>2</sub>O. Then 5  $\mu$ l of  
183 each cell suspension was spotted onto YPGly plates. The plates were incubated at 28°C for  
184 2 days. The plates were then overlaid with 20 ml autoclaved TTC agar (0.1% TTC, 2% agar  
185 in PBS [8 g/l NaCl, 0.2 g/l KCl, 1.44 g/l Na<sub>2</sub>HPO<sub>4</sub>, 0.24 g/l KH<sub>2</sub>PO<sub>4</sub>, pH 7.4]) and allowed to  
186 solidify for 30 min at room temperature. The plates were incubated at 28°C for red color  
187 development. The plates were scanned after 2.5 and 8 h of color development using a  
188 scanner (EPSON PERFECTION V750 PRO).

189 For the competition assays, cells grown in YPD overnight at 28°C were harvested and  
190 diluted at cell densities of 1 OD<sub>600</sub>/ml with sterile ddH<sub>2</sub>O. The cell density for each suspension  
191 was validated by 2-fold dilution and OD<sub>600</sub> measurement. For competition assay in respiratory  
192 conditions, equal amounts of the reference strain (G418-resistant) and the test strain (G418-  
193 sensitive) were mixed at a cell density of 0.05 OD<sub>600</sub>/ml (each strain at 0.025 OD<sub>600</sub>/ml) in a  
194 20-ml YPGly culture, and the two strains were grown at 30°C continuously for 3 days. For  
195 competition in post-diauxic conditions, equal amounts of two strains were mixed at a cell  
196 density of 0.2 OD<sub>600</sub>/ml (each strain at 0.1 OD<sub>600</sub>/ml) in a 10-ml YPD culture and the two  
197 strains competed for 2 days for 5 cycles. Between each cycle, the existing competition culture  
198 was diluted 1000-fold into a new 10-ml YPD culture. For competition under low-iron conditions,  
199 equal amounts of two strains were mixed at a cell density of 0.2 OD<sub>600</sub>/ml (each strain at 0.1  
200 OD<sub>600</sub>/ml) in a 10-ml YPD+200  $\mu$ M BPS culture and then the two strains competed

continuously for 6 days. The frequency of G418-resistant cells was calculated by CFU counting on YPD plates and then on replicated YPD+G418 plates from 4–5 technical repeats.

For the desiccation assays, cells grown in YPD overnight at 28°C were harvested and diluted at cell densities of 10 OD<sub>600</sub>/ml with sterile ddH<sub>2</sub>O. Equal amounts of the reference wild-type strain (G418-resistant) and the test *SEF1-VP16* strain (G418-sensitive) were mixed at a cell density of 1 OD<sub>600</sub>/50 µl (each strain at 0.5 OD<sub>600</sub>/50 µl) in a 1.5-ml tube. The desiccated sample was prepared by spinning down cells, removing supernatants, sealing the opened tube with a sterile breathable sealing film (BF-400-S, AXYGEN, USA), and air-drying the cell pellets at 28 or 39°C for 24 h. The control samples were prepared by retaining the supernatants and keeping the tubes capped. After 24 h, the cells were rehydrated in 1 ml sterile ddH<sub>2</sub>O for 1 h. The ratio of G418-resistant and -sensitive cells was calculated by CFU counting on YPD plates and then on replicated YPD+G418 plates from 4–5 technical repeats.

213

#### 214 **Beta-galactosidase assays**

215 The LacZ expression levels for the one-hybrid assays and promoter assays were quantified  
216 using liquid β-galactosidase assays as described previously (Hsu, et al. 2011) with some  
217 modifications. Briefly, about 10 OD<sub>600</sub> of mid-log-phase cells were resuspended in 1 ml Z-  
218 buffer with freshly added β-mercaptoethanol (β-ME) (0.06 M Na<sub>2</sub>HPO<sub>4</sub>, 0.04 M NaH<sub>2</sub>PO<sub>4</sub>,  
219 0.01 M KCl, 1 mM MgSO<sub>4</sub>·7H<sub>2</sub>O, 120 µl/30 ml β-ME, pH 7). Cells in 50–100 µl of suspension  
220 were lysed by adding 15 µl of 0.1% SDS and 30 µl chloroform and vortexing for 15 sec. Then,  
221 the suspensions of lysed cells were incubated with 200 µl of 4 mg/ml ONPG in potassium  
222 phosphate buffer (pH 7.0) at 37°C for 15 min. The reaction was stopped by adding 0.4 ml of  
223 1 M Na<sub>2</sub>CO<sub>3</sub>. The cell debris was spun down (Eppendorf 5810R centrifuge; A-4-62 rotor; 12K  
224 g; 10 min; 25°C), and the absorbance of supernatants at 420 nm and 550 nm was determined  
225 with a spectrophotometer. LacZ levels are displayed as Miller units.

226

227 **RNA extraction and DNase treatment**

228 Total RNA was extracted by the phenol-chloroform method as described previously with some  
229 modifications (Hsu, et al. 2011). Briefly, mid-log-phase (1.0–3.0) cells from subcultures grown  
230 under different iron conditions or early-log-phase (0.5–1.0 OD<sub>600</sub>/ml) cells from subcultures  
231 grown under YPD versus YPGly conditions were harvested by centrifugation (Eppendorf  
232 5810R centrifuge; A-4-62 rotor; maximum speed; 5 min; 25°C), washed once with ddH<sub>2</sub>O,  
233 and stored at –80°C. Cells (~10 OD<sub>600</sub>) were thawed on ice and resuspended in 500 µl of  
234 nuclease-free and ice-cold lysis buffer (0.1 M Tris-Cl [pH 7.5], 0.1 M LiCl, 2% β-ME, 0.01 M  
235 EDTA, and 5% SDS). The mixtures were transferred to a microcentrifuge tube containing ice-  
236 cold 500 µl PCIA (Phenol:chloroform:isoamyl alcohol = 25:24:1, pH 4.5; 0.1% 8-  
237 Hydroxyquinoline) and 0.3 g glass beads (11079105, BioSpec Products, USA). The cells  
238 were lysed by vortexing them at maximum speed for 5 min. Supernatants were obtained by  
239 centrifugation (Eppendorf 5424R centrifuge; FA-45-24-11 rotor; maximum speed; 10 min;  
240 4°C). Each aqueous phase was extracted from two more rounds of centrifugation following  
241 the addition of 200 µl ice-cold PCIA and mixing for 3 min. Each of the final aqueous phases  
242 (350–400 µl) was transferred into 1 ml of 99% ethanol for precipitation with mild mixing for 2  
243 h. Nucleic acid pellets were spun down (maximum speed), washed with 70% ethanol, air-  
244 dried for 5 min, and then resuspended in 100 µl nuclease-free water (UltraPure™  
245 DNase/RNase-Free Distilled Water, 10977015, Invitrogen by Thermo Fisher Scientific).

246 DNA contaminants in the total RNA were removed with the TURBO DNA-free™ kit  
247 (AM1907, Ambion, Invitrogen by Thermo Fisher Scientific) by treating 40 µg of total RNA at  
248 37°C for 40 min with 2 µl of TURBO DNase in a 50-µl reaction. The DNase was removed by  
249 treating the reaction mixture with 5 µl of inactivation reagent beads for 15 min at room  
250 temperature with mild vortexing every 5 min. The purified RNA in the supernatants was

collected by spinning down the beads and quantified by measuring the OD<sub>260</sub> using an ND-1000 spectrophotometer (Nanodrop Technology, USA). The final RNA quality was checked using a Bioanalyzer 2100 instrument (Agilent Technologies, USA) with an RNA 6000 Nano LabChip kit (Agilent Technologies).

255

### Reverse transcription (RT) and quantitative PCR (qPCR) analyses

For cDNA synthesis, 2.0 µg pure RNA per 20-µl reaction was reverse-transcribed by using the High-Capacity cDNA Reverse Transcription Kit (4368813, Applied Biosystems by Thermo Fisher Scientific) according to the manufacturer's instructions with some modifications. We replaced the random primers provided by the kit with synthesized nuclease-free oligo(dT)<sub>18</sub> primers at a concentration of 0.5 µg per 20-µl reaction. Moreover, the RNase inhibitors (Y9240L, Enzymatics by QIAGEN, Germany) were added at a concentration of 1 µl per 20-µl reaction. The reverse transcription reactions were performed with one cycle at 25°C for 10 min, followed by 2 h incubation at 42°C, and then 5 min heat-inactivation at 85°C.

Real-time qPCR was performed with the model 7500 Fast Real-Time PCR System and the model QuantStudio™ 12K Flex Real-Time PCR System (Applied Biosystems by Thermo Fisher Scientific). Primers used for qPCR are listed in Table S10. For some of the members in a gene family, the specific qPCR primers were designed to recognize the 3'-UTR. Briefly, each 20-µl reaction mixture contained 100 ng cDNA, 150 nM (each) primers, and 10 µl Fast SYBR™ Green Master Mix (4385612, Applied Biosystems by Thermo Fisher Scientific). The reactions were performed with one cycle at 95°C for 10 min followed by 40 repeated cycles at 95°C for 15 s and 60°C for 1 min. The *L. kluyveri* ACT1 transcripts (SAKL0B00968g) were used as an endogenous control for qPCR. The average  $\Delta\Delta C_T$  and standard deviation were determined from at least three technical repeats. The relative fold-change of each gene is shown according to the  $2^{-\Delta\Delta C_T}$  method.

276

277 **Gene expression microarray analyses**

278 For RNA preparations, cells were grown in the YPD medium at 28°C overnight and  
279 subsequently diluted into each indicated medium at cell densities of 0.2 OD<sub>600</sub>/ml for YPD  
280 versus YPGly conditions or 0.5 OD<sub>600</sub>/ml for iron conditions. After 5.5 h of incubation at 30°C,  
281 cells were harvested and RNA was purified as described above. For each strain and condition,  
282 total RNA was extracted from at least 3 to 4 biological replicates.

283 For Alexa dye-labeled cDNA synthesis, the SuperScript™ Plus Indirect cDNA Labeling  
284 System (L101402, Invitrogen by Thermo Fisher Scientific) was used according to the  
285 manufacturer's instructions. Briefly, 10 µg of DNase-treated RNA was reverse-transcribed  
286 using the anchored oligo[(dT)<sub>20</sub>-VN] primers and the cDNA was labeled with aminoallyl-dUTP  
287 followed by column purification (28106, QIAquick DNA Purification Kit, QIAGEN). The  
288 aminoallyl-cDNA was then labeled with Alexa Flour® 555 dye (A-32756, Invitrogen by Thermo  
289 Fisher Scientific) and purified using a QIAGEN column (28106, QIAquick DNA Purification  
290 Kit, QIAGEN). The Agilent Gene Expression Hybridization Kit (5188-5242, Agilent  
291 Technologies) was used for hybridization according to the manufacturer's instructions. Briefly,  
292 16 µl of Alexa dye-labeled cDNA in water was denatured at 98°C for 3 min in a reaction  
293 volume of 40 µl containing 4 µl Agilent 10x blocking Agent and 20 µl of Agilent 2x GEx  
294 Hybridization Buffer HI-RPM. Denatured dye-labeled cDNAs were subsequently hybridized  
295 to a custom *L. kluyveri* 8x15K microarray (Agilent-063206) at 65°C and rotated at 10 rpm on  
296 an Agilent hybridizer for 17 h. After hybridization, the microarrays were washed using the  
297 Agilent Gene Expression Wash Kit (5188-5327, Agilent Technologies). Briefly, microarrays  
298 were washed for 1 min at room temperature with GE Wash Buffer 1 and 1 min at 37°C with  
299 GE Wash buffer 2, and then dried immediately by brief centrifugation. Slides were scanned  
300 at 535 nm (for Alexa Flour® 555 dye) on an Agilent DNA Microarray Scanner (US9230696)

301 using the one color scan setting for 8x15k array slides (scan area: 61 x 21.6 mm; scan  
302 resolution: 5  $\mu$ m; dye channel: green; green PMT: 100%; tiff: 16 bit; XDR: 0.10). Scanned  
303 images were analyzed with Feature Extraction 10.5.1.1 Software (Agilent Technologies)  
304 using default parameters (protocol: GE1\_105\_Dec08 and grid: 023206\_D\_F\_20131222;  
305 provided by the IMB Genomics Core Lab, Academia Sinica, Taiwan) to obtain the  
306 background-subtracted and spatially detrended processed signal intensities. 

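This step gave the signal intensities that the authors deposited for each array. It also marked 1809 spots as non-uniform feature outliers over the 31 arrays, of which 1389 were on WT arrays. The number per array was 31 to 264 in WT at high iron and 91 to 370 in WT at low iron. It was 2 to 35 in *sef1*Δ at high iron and 2 to 15 at low iron, and 0 to 5 in *aft1*Δ at high iron and 1 to 12 at low iron. In *sef1*Δ*aft1*Δ it was 6 to 192 at high iron and 3 to 55 at low iron. The marked spots were left out of the values given with Figure 3. No spot was saturated (0 of all spots).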

Features  
307 flagged in the Feature Extraction Software as “feature non-uniform outliers” were excluded.

308 To design gene probes, sequences of 5321 *L. kluyveri* transcripts of strain CBS3028  
309 were extracted from the outdated Genolevures genome database (Sherman, et al. 2004;  
310 Martin, et al. 2011) (previously <http://www.genolevures.org>; no longer maintained) and  
311 uploaded to Agilent eArray. The genome of CBS3028 with updated annotations is now  
312 maintained at GRYC (Genome Resources for Yeast Chromosomes; <http://gryc.inra.fr>), which  
313 is part of iGenolevures web resources (<http://bim.i2bc.paris-saclay.fr/igenolevures/index.php>).  
314 The probes were analyzed by a base composition methodology. Duplicate sequences were  
315 removed, resulting in the generation of 10596 probes (8 genes with 1 BC1 probe; 5164 genes  
316 with 2 BC1 probes; 45 genes with 1 BC1 probe and 1 BC2 probe; 34 genes with 1 X-hyb  
317 probe). 

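The arrays analyzed here hold 10620 probes other than control spots, for 5316 genes, and 62 of these probes are named as cross-hybridizing. For 33 genes the probe used is one of them. A total of 10308 probes were well above background on every array.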

The probes were printed by in situ synthesis on each array, with an 8-by-15,000  
318 format (Agilent Technologies). All designs were done by Welgene Biotech Co. Ltd.  
319 (<https://www.welgene.com.tw>).

320 For microarray data analyses, we used GeneSpring GX 11.5 software (Agilent  
321 Technologies). Raw expression levels were normalized to 75th percentile intensity. 

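The authors also deposited a table of log2 values normalized in this way, which equals the log2 of the signal intensity minus the 75th percentile taken with control spots included, before marked spots were left out. With these values in place of the ones computed from the spots, 153 genes were called higher and 96 lower in WT at low iron.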

The  
322 higher signal intensities from one of the two probes were taken as the expression data for  
323 each gene according to the best probe list (Table S13). 

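The copy of Table S13 used here holds the first 1999 of 5316 probes. The probe was therefore taken from Table S13 for 1999 genes, from the other expression tables for 919 genes, and by the higher mean signal for 2398 genes. The listed probe was also the brighter one on these arrays for 2649 of 2918 genes (90.8%). Using the brighter probe for every gene gave 141 genes called higher and 100 called lower in WT at low iron, and using the mean of all specific probes gave 164 and 107.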

Probability scores were calculated  
324 with a default unpaired t-test of the ratio of median values from three or four biological  
325 replicates. Gene expression differences with p values  $\leq 0.05$  and 1.5 fold-change were

326 considered significantly different. The Benjamini-Hochberg corrections for p-values were  
327 performed for iron-related gene expression analyses. Specifically, since we describe  
328 pervasive non-functional binding events of Lk-Sef1 in our Results, the multiple testing  
329 correction was not performed to lessen statistical stringency so as to include as many  
330 differentially expressed genes as possible in the comparison between Sef1-sensitive genes  
331 and Sef1-bound genes.

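The same values and replicates were run through the methods' t-test. At the paper's unadjusted threshold and a fold change of at least 1.5 it called 143 genes higher and 103 lower in WT at low iron, and after this correction 114 higher and 74 lower. For *sef1*Δ against WT at low iron it called 1132 genes before and 1091 after the correction. For *aft1*Δ it called 2152 and 2132.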

332

### 333 **Chromatin immunoprecipitation (ChIP)**

334 Cells of SkSef1TAPNB1-1 (*SEF1-TAP*) and JYL1897 (no tag) were grown overnight in YPD  
335 medium at 30°C and subsequently diluted into each indicated medium at a cell density of 0.2  
336 OD<sub>600</sub>/ml. After 5.5 h of incubation at 30°C, cultures of mid-log-phase cells (1 OD<sub>600</sub>/ml in  
337 YPD and 0.5 OD<sub>600</sub>/ml in YPGly) were fixed with 1% formaldehyde at 25°C for 20 min with  
338 shaking at 180 rpm, and then quenched with 125 mM glycine at 25°C for 10 min with shaking  
339 at 180 rpm. All subsequent steps were performed in an ice-cold or 4°C environment. Cells  
340 were harvested, washed twice with TBS (20 mM Tris-Cl, pH 7.5; 150 mM NaCl), and stored  
341 at -80°C until use.

342 To break cells, 500 OD<sub>600</sub> of cells were thawed and resuspended in 4 ml of FA buffer  
343 (50 mM HEPES, pH 7.5; 140 mM NaCl; 0.1% SDS; 1 mM EDTA; 1% Triton X-100; 0.1%  
344 Deoxycholate, Na salt) with 1/100 PIC (Protease inhibitor cocktail Set IV, in DMSO; 539136,  
345 Merck, Germany) and 1 mM phenylmethanesulfonyl fluoride (PMSF, P7626, Sigma, USA).  
346 The cell suspension was divided into four 2-ml breaking tubes (Biospec, 10832, Microtube 2  
347 ml with cap) containing 1 ml volume of glass beads (11079105, BioSpec Products). Lysis was  
348 performed by three cycles of 5-min beating, followed by 1-min chilling on ice (Biospec Mini-  
349 BeadBeater-16). Cell lysates and glass beads were separated by punching a hole in the  
350 bottom of the tube with a red-hot 18G needle and subjecting it to slow centrifugation (500 g,

351 3 min, 4°C; Eppendorf 5810R centrifuge, A-4-62 rotor). The collected lysates were combined  
352 into a 15-ml centrifuge tube and washed with two cycles of 5 ml FA buffer followed by  
353 centrifugation (12K rpm, 5 min, 4°C; Eppendorf 5810R centrifuge, F-34-6-38 rotor). The  
354 washed lysates were completely resuspended in 2 ml FA buffer with 1/100 PIC and 1 mM  
355 PMSF in a new 15-ml centrifuge tube (CFT011150, BIOFIL). Chromatin was sheared by  
356 sonication in a Bioruptor water-bath sonicator (Diagenode, USA) with a 15 ml tube-chip unit  
357 (High intensity; 30 sec on, 30 sec off, 15 min/cycle; total 3 cycles) at 4°C. The sheared lysate  
358 was centrifuged at 12000 g for 10 min at 4°C (Eppendorf 5810R centrifuge, F-34-6-38 rotor).  
359 About 25 µl of supernatant corresponding to 5 OD<sub>600</sub> of cells was collected, mixed with 200  
360 µl TES buffer (50 mM Tris-Cl, pH 8; 10 mM EDTA, pH 8; 1% SDS) plus 175 µl TE buffer (10  
361 mM Tris-Cl; 1 mM EDTA, pH 8), and stored at -20°C as the input DNA.

362 Immunoprecipitation was performed by incubating all remaining sheared chromatin  
363 with 300 µl Dynabeads® Pan Mouse IgG (11041, human anti-mouse IgG, Invitrogen by  
364 Thermo Fisher Scientific) in 6 ml of FA buffer with 1/100 PIC and 1 mM PMSF. The binding  
365 was performed in a 15-ml tube with mixing using an end-over-end rotator (Intelli-Mixer, RM-  
366 2L, F1 mode, 30 rpm) at 4°C for 16 h. The magnetic beads were anchored with DynaMag™-  
367 2 Magnet and the bound complexes were washed four times with 1 ml of each wash buffer  
368 for 5 min [FA buffer × 1, high-salt FA buffer (50 mM HEPES, pH 7.5; 500 mM NaCl; 0.1%  
369 SDS; 1 mM EDTA; 1% Triton X-100; 0.1% Deoxycholate, Na salt) × 1, DOC buffer (10 mM  
370 Tris-Cl; 1 mM EDTA, pH 8; 250 mM LiCl; 0.5% IGEPAL® CA-630; 0.5% Deoxycholate, Na  
371 salt) × 1, and TE buffer × 1] with mixing (Intelli-Mixer, RM-2L, F1 mode, 30 rpm) at room  
372 temperature. The bound complexes were eluted twice by heating at 65°C in 200 µl TES buffer  
373 for 20 min and then in 200 µl TE buffer for 10 min. The two eluates were pooled as the ChIP-  
374 DNA. To remove RNA, both the input DNA and ChIP-DNA (~400 µl each) were treated with  
375 5 µl of 10 mg/ml RNase A (R5503, Sigma; 100 mM Tris-Cl, pH 7.4) at 37°C for 30 min. For

376 de-crosslinking, both the RNase-treated input DNA and ChIP-DNA were treated with 40 µl of  
377 20 mg/ml Proteinase K (1.24568.0500, Merck; in 50 mM Tris-Cl, pH 8) at 42°C for 1 h and  
378 then at 65°C for 16 h. De-crosslinked DNA was purified using the QIAquick DNA Purification  
379 Kit (28106, QIAGEN) according to the manufacturer's instructions, with a modification of a  
380 two-cycle wash step using the PE buffer. Final ChIP-DNA and input DNA were eluted with 50  
381 µl EB buffer. DNA concentrations were measured by using the Qubit™ dsDNA HS Assay Kit  
382 (Q32854, Invitrogen by Thermo Fisher Scientific).

383

#### 384 **ChIP-seq analyses**

385 ChIP-seq analysis was performed on three biological replicates of YPD- and YPGly-grown  
386 cells. The average fragment length of sonicated fragments was 150–1000 bp. For each  
387 condition, libraries were prepared from 3.96–20 ng of ChIP-DNA or input DNA using the KAPA  
388 LTP Library Preparation Kit for Illumina® platforms (KK8232, KAPA Biosystems by Roche,  
389 Switzerland) according to the manufacturer's instructions. Notably, after adapter ligation, a  
390 double-sided size selection of 250–450 bp for adapter-ligated fragments was performed using  
391 the KAPA Pure Beads system (KK8000/07983271001, KAPA Biosystems by Roche). Size-  
392 selected fragments were then PCR-amplified for 12 cycles. The size of each library was  
393 assessed using a Bioanalyzer 2100 instrument (Agilent Technologies) with the High  
394 Sensitivity DNA Kit (Agilent Technologies). The concentration of each library was quantified  
395 by using the Qubit™ dsDNA HS Assay Kit (Q32854, Invitrogen by Thermo Fisher Scientific)  
396 and qPCR. Single-read sequencing (75 bp) of the libraries was performed using the NextSeq  
397 500/550 high output reagent kit V2\_75 cycle (FC-404-2005, Illumina, USA) on an Illumina  
398 NextSeq500 sequencer. The sequencing was performed at a depth of ~40 million reads  
399 (~200-fold coverage to the genome).

400 Quality control and adaptor trimming of sequencing reads were processed in FastQC

401 version 0.11.8 (<https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>) and  
402 Trimmomatic version 0.36 (Bolger, et al. 2014) with the parameters “2:30:10 LEADING:3  
403 TRAILING:3 SLIDINGWINDOW:4:15 HEADCROP:3 CROP:68”. Trimmed reads were  
404 mapped to the *L. kluyveri* CBS 3082 genome using Bowtie2 version 2.3.3 (Langmead and  
405 Salzberg 2012). To determine which genomic regions are enriched for Sef1 binding, Bowtie2-  
406 mapped BAM files were assessed for ChIP peaks using SPP version 1.13 (Kharchenko, et  
407 al. 2008) with a false discovery rate (FDR) of 0.05. The Sef1 binding peaks were compared  
408 and merged among three biological replicates by Diffbind version 2.10.0 (Ross-Innes, et al.  
409 2012). Only peaks detected in all three biological repeats (895 peaks out of 1074 total peaks)  
410 were used for the downstream analysis. As the negative control, no peak was called from the  
411 ChIP DNA of non-tagged Sef1 strain (JYL1897) using the same workflow.

412 For the peak-to-gene assignments, the peaks were assigned to specific genes on the  
413 basis of the location of each peak center. Only peaks with centers located within the region  
414 -2000 to +200 from the ATG of the nearest target genes were assigned. A total of 506 (57%)  
415 peak centers were located at a distance of <500 bp from ATG, 146 peak centers were located  
416 at a distance of between 500 and 1000 bp from ATG, 154 peak centers were located at a  
417 distance of between 1000 and 2000 bp from ATG, and 89 peak centers were located at a  
418 distance of >2000 bp from ATG (Table S3). Overall, of 895 peaks, 806 were assigned to target  
419 genes. To increase the accuracy of target gene identification, three biological replicates were  
420 performed for each condition. Only genes with Sef1-binding peaks in all three replicates were  
421 considered as bona fide targets, even for the weak bound targets (see Fig. S12 as examples)

422

### 423 **MEME and MEME-ChIP analyses for motif discovery**

424 Peak regions were defined as  $\pm 125$  bp from each peak center (total 250 bp). The 250-bp  
425 peak sequences of the top 450 peaks bound by *L. kluyveri* Sef1 and enriched under the

YPGly condition were submitted to MEME-ChIP Version 4.12.0 (<http://meme-suite.org/tools/meme-chip>) (Machanick and Bailey 2011) for motif analysis using the following settings: Minimum width = 6, Maximum width = 30, Count of motifs = 10, Motif site distribution = zero or one occurrence per sequence. All other parameters were the default settings. The raw result produced by MEME-suite is available in supplementary Data File S1 as a compressed folder upon request. To repeat *C. albicans* Sef1 binding motif discovery, the MEME analysis was performed according to a previous study (Chen, et al. 2011).

433

#### 434 **FIMO analyses for motif scan**

435 Motif 3 identified from MEME, as described above, was adopted as the *L. kluyveri* Sef1  
436 binding motif and submitted to FIMO Version 5.0.2 (Grant, et al. 2011) built in the MEME-  
437 suite (<http://meme-suite.org/tools/fimo>) to scan the 895 peak sequences bound by Lk-Sef1.  
438 As a preliminary analysis, a p-value < 0.1 was applied to obtain a full list of scanned motifs.  
439 The p-value represents the probability of a random sequence of the same length as the motif  
440 matching that position of the sequence with a score at least as good as the motif. Subsequent  
441 manual filtering by changing the p-value cut-off from 0.1 to 0.0001 identified high-confidence  
442 motifs. The raw results are available in supplementary Data File S2 as a compressed folder  
443 upon request, and the number of motifs identified based on different p-value cut-offs is shown  
444 in Fig. S4.

445

#### 446 **Gene ontology (GO) analyses**

447 For *L. kluyveri* GO analyses, gene ontology information borrowed from *S. cerevisiae* (SGD,  
448 <http://www.yeastgenome.org>; GO Term Finder, version 0.86) was used to analyze the *L.*  
449 *kluyveri* genes. Briefly, the *L. kluyveri* genes were converted to *S. cerevisiae* orthologs using  
450 a cross-reference table (Table S14). The cross-reference table was created by combining the

451 *L. kluyveri* annotation in GRYC (<http://gryc.inra.fr>), the Lk-to-Sc orthology from a previous  
452 study (Brion, et al. 2015), and the syntenic contents between *L. kluyveri* and *S. cerevisiae* in  
453 YGOB (Byrne and Wolfe 2005). The *L. kluyveri* genes in the input list without a clear *S.*  
454 *cerevisiae* ortholog (~10%) were omitted from the GO analyses. The enriched GO terms with  
455 corrected p-values < 0.0001 were considered significant. We did not correct for the genetic  
456 background because *L. kluyveri* and *S. cerevisiae* share similar gene numbers in their  
457 genomes (5000–6000 genes) and the cut-off for corrected p-values is so stringent that  
458 background correction would not have changed the results and altered our conclusions.

459

### 460 **Phylogenetic analysis**

461 Sef1 orthologous sequences from *S. cerevisiae* (YBL066C), *L. kluyveri* (SAKL0F12342g), *K.*  
462 *lactis* (KLLA0E20307g), *H. polymorpha* (HPODL\_03022), *P. pastoris* (PP7435\_Chr3-0266),  
463 *C. albicans* (orf19.3753), and *Y. lipolytica* (YALI1\_D06408g) were aligned in MUSCLE, and a  
464 phylogenetic tree was built using the ML algorithm with bootstrap support values from 1000  
465 replicates. The tree with the highest log likelihood (-12960.07) is shown (Fig. S2D). This  
466 analysis involved seven amino acid sequences. There were a total of 1231 positions in the  
467 final dataset. Alignments and evolutionary analyses were conducted in MEGA X (Kumar, et  
468 al. 2018).

469

### 470 **Statistical analysis**

471 Details of statistical analyses are presented in the main text or corresponding figure legends.  
472 Error bars represent standard deviations. Statistical significance tests were carried out using  
473 the Student's t-test in Excel 2016 or the default functions packaged in each analysis tool.

474

475 **Data availability**

476 The microarray data have been submitted to the Gene Expression Omnibus website  
477 (<http://www.ncbi.nlm.nih.gov/geo/>) under accession numbers GSE130296, GSE130297, and  
478 GSE130300. The processed results are shown in Tables S1, S2, and S4-S7. The ChIP-seq  
479 data have been submitted to the Gene Expression Omnibus website  
480 (<http://www.ncbi.nlm.nih.gov/geo/>) under accession number GSE148243. The processed  
481 results are shown in Table S3.

482

483

484

485

486

487

488

489

490

491

492

493

494

495

496

497

498

499

## Supplementary References

- Bolger AM, Lohse M, Usadel B. 2014. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* 30:2114-2120.
- Brion C, Pflieger D, Friedrich A, Schacherer J. 2015. Evolution of intraspecific transcriptomic landscapes in yeasts. *Nucleic Acids Res* 43:4558-4568.
- Byrne KP, Wolfe KH. 2005. The Yeast Gene Order Browser: combining curated homology and syntenic context reveals gene fate in polyploid species. *Genome Res* 15:1456-1461.
- Chen C, Pande K, French SD, Tuch BB, Noble SM. 2011. An iron homeostasis regulatory circuit with reciprocal roles in *Candida albicans* commensalism and pathogenesis. *Cell Host Microbe* 10:118-135.
- Goldstein AL, McCusker JH. 1999. Three new dominant drug resistance cassettes for gene disruption in *Saccharomyces cerevisiae*. *Yeast* 15:1541-1553.
- Grant CE, Bailey TL, Noble WS. 2011. FIMO: scanning for occurrences of a given motif. *Bioinformatics* 27:1017-1018.
- Guthrie C, Fink GR. 1991. *Guide to yeast genetics and molecular biology*. San Diego: Academic Press.
- Hsu PC, Yang CY, Lan CY. 2011. *Candida albicans* Hap43 is a repressor induced under low-iron conditions and is essential for iron-responsive transcriptional regulation and virulence. *Eukaryot Cell* 10:207-225.
- Kharchenko PV, Tolstorukov MY, Park PJ. 2008. Design and analysis of ChIP-seq experiments for DNA-binding proteins. *Nat Biotechnol* 26:1351-1359.
- Kumar S, Stecher G, Li M, Knyaz C, Tamura K. 2018. MEGA X: Molecular Evolutionary Genetics Analysis across Computing Platforms. *Mol Biol Evol* 35:1547-1549.
- Langmead B, Salzberg SL. 2012. Fast gapped-read alignment with Bowtie 2. *Nat Methods* 9:357-359.
- Machanick P, Bailey TL. 2011. MEME-ChIP: motif analysis of large DNA datasets. *Bioinformatics* 27:1696-1697.
- Martin T, Sherman DJ, Durrens P. 2011. The Genolevures database. *C R Biol* 334:585-589.
- Pan R, Zhang J, Shen WL, Tao ZQ, Li SP, Yan X. 2011. Sequential deletion of *Pichia pastoris* genes by a self-excisable cassette. *FEMS Yeast Res* 11:292-298.
- Puig O, Caspary F, Rigaut G, Rutz B, Bouveret E, Bragado-Nilsson E, Wilm M, Seraphin B. 2001. The tandem affinity purification (TAP) method: a general procedure of protein complex purification. *Methods* 24:218-229.
- Reuss O, Vik A, Kolter R, Morschhauser J. 2004. The SAT1 flipper, an optimized tool for gene disruption in *Candida albicans*. *Gene* 341:119-127.
- Robinson JT, Thorvaldsdóttir H, Winckler W, Guttman M, Lander ES, Getz G, Mesirov JP. 2011. Integrative genomics viewer. *Nature Biotechnology* 29:24-26.

537 Ross-Innes CS, Stark R, Teschendorff AE, Holmes KA, Ali HR, Dunning MJ, Brown GD, Gojis  
 538 O, Ellis IO, Green AR, et al. 2012. Differential oestrogen receptor binding is associated with  
 539 clinical outcome in breast cancer. *Nature* 481:389-393.  
 540 Sambrook J, Russell DW. 2001. *Molecular cloning : a laboratory manual*. Cold Spring Harbor,  
 541 N.Y.: Cold Spring Harbor Laboratory Press.  
 542 Sherman D, Durrens P, Beyne E, Nikolski M, Souciet JL, Genolevures C. 2004. Genolevures:  
 543 comparative genomics and molecular evolution of hemiascomycetous yeasts. *Nucleic Acids*  
 544 *Res* 32:D315-318.  
 545 Shevchuk NA, Bryksin AV, Nusinovich YA, Cabello FC, Sutherland M, Ladisch S. 2004.  
 546 Construction of long DNA molecules using long PCR-based fusion of several fragments  
 547 simultaneously. *Nucleic Acids Res* 32:e19.  
 548 Stynen B, Van Dijck P, Tournu H. 2010. A CUG codon adapted two-hybrid system for the  
 549 pathogenic fungus *Candida albicans*. *Nucleic Acids Res* 38:e184.  
 550 Taxis C, Knop M. 2006. System of centromeric, episomal, and integrative vectors based on  
 551 drug resistance markers for *Saccharomyces cerevisiae*. *Biotechniques* 40:73-78.  
 552 Vakirlis N, Sarilar V, Drillon G, Fleiss A, Agier N, Meyniel J-P, Blanpain L, Carbone A, Devillers  
 553 H, Dubois K, et al. 2016. Reconstruction of ancestral chromosome architecture and gene  
 554 repertoire reveals principles of genome evolution in a model yeast genus. *Genome research*  
 555 26:918-932.  
 556 Wach A, Brachat A, Alberti-Segui C, Rebischung C, Philippsen P. 1997. Heterologous HIS3  
 557 marker and GFP reporter modules for PCR-targeting in *Saccharomyces cerevisiae*. *Yeast*  
 558 13:1065-1075.

559

560

561

562

563

564

565

566

567

568

569

570 **Supplementary Figures and Tables**

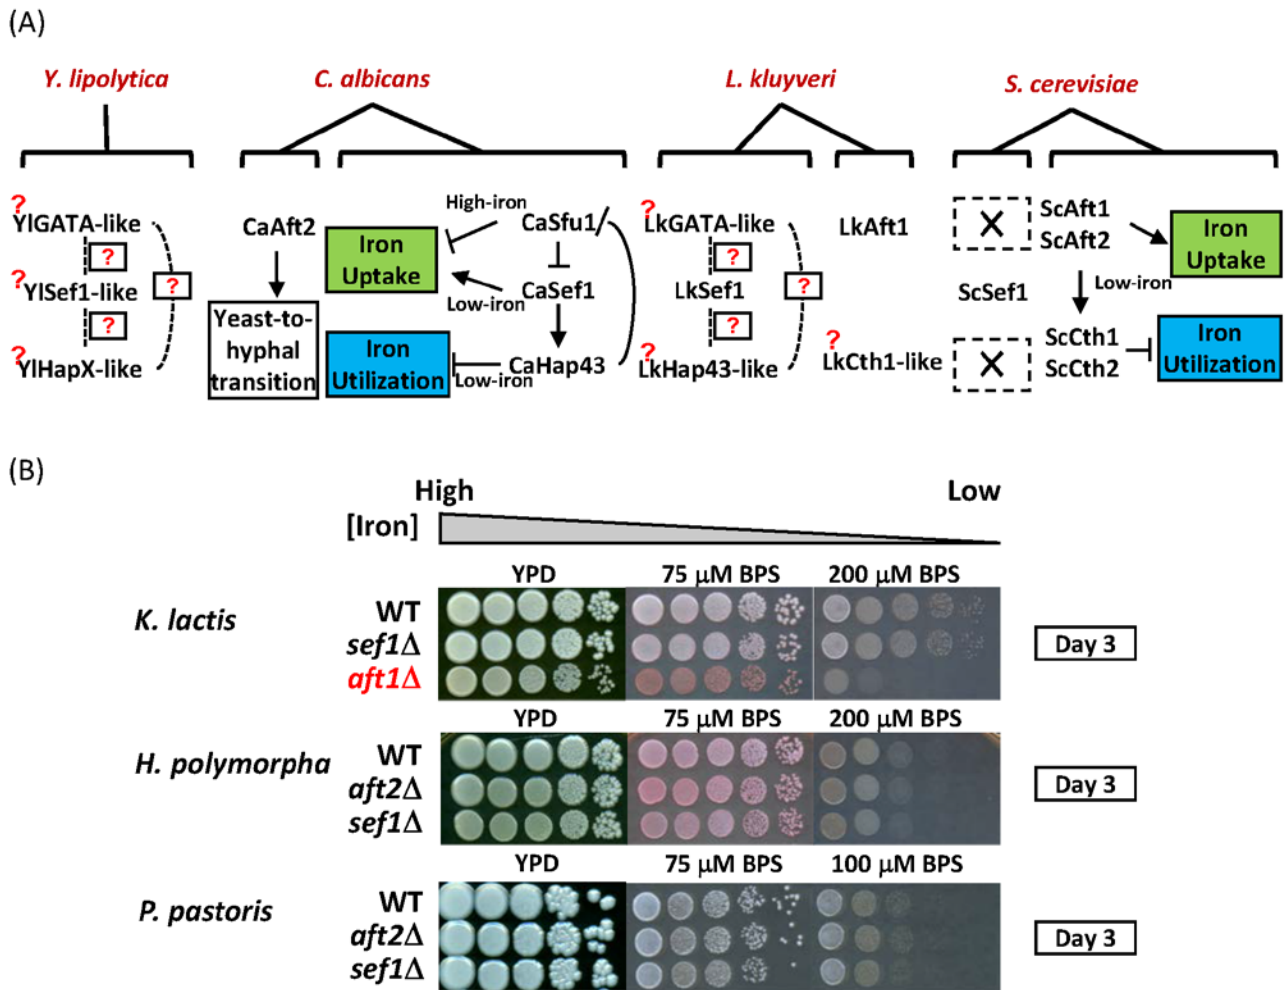

571  
572 **Figure S1. Growth of *sef1* $\Delta$  mutants under iron-depleted conditions.** (A) Simplified  
573 regulatory networks of Sef1 in *Y. lipolytica*, *C. albicans*, *L. kluyveri*, and *S. cerevisiae*.  
574 Biological functions highlighted in green and blue are the same as those used in Fig. 1A. (B)  
575 Iron-dependent growth of *sef1* $\Delta$  in another protoplid yeast, *K. lactis*, and the methylotrophic  
576 yeasts *H. polymorpha* and *P. pastoris*. The mutant showing strong growth defects under iron-  
577 deprived conditions has been placed at the bottom of each panel and is highlighted in red.  
578 The indicated concentration of BPS was added into YPD plates to create iron-depleted  
579 conditions. All plates were incubated at 28°C.

580

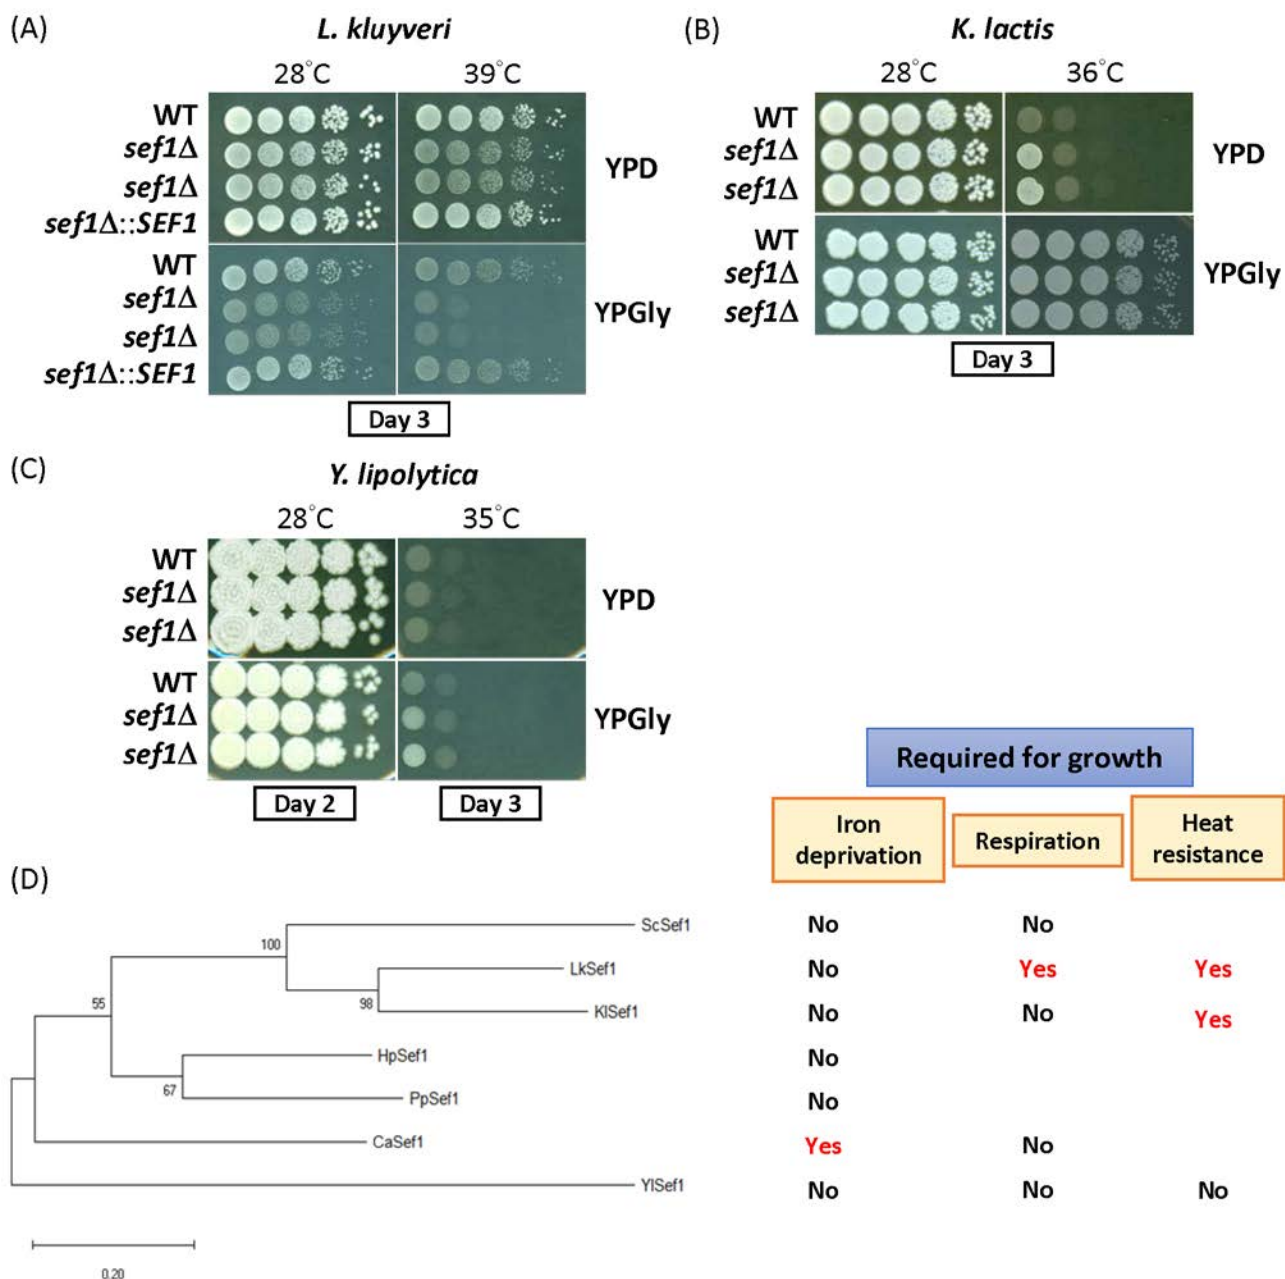

**Figure S2. Growth of *sef1Δ* mutants under heat-stressed respiratory conditions.** The growth of *sef1Δ* mutants in (A) *L. kluyveri*, (B) *K. lactis*, and (C) *Y. lipolytica* were assayed under more stringent (39°C) respiratory conditions. Two independent clones of the *sef1Δ* mutant were assessed. The *Lk-sef1Δ* cells show mild or severe growth defects under normal (28°C) or more stringent (39°C) respiratory conditions, respectively, with 39°C almost being the maximum permissive temperature that wild-type *L. kluyveri* can grow on agar plates. The *Kl-sef1Δ* cells only show mild heat-resistance under the fermentative condition (YPD+36°C).

The *Yl-sef1* $\Delta$  cells show no fitness defect. The 35 and 36°C are the restrictive temperatures to the wild-type strains of *K. lactis* and *Y. lipolytica*, respectively. (D) Phylogeny of Sef1 based on amino acid sequences. Sef1 orthologous sequences from *S. cerevisiae* (Sc), *L. kluyveri* (Lk), *K. lactis* (Kl), *H. polymorpha* (Hp), *P. pastoris* (Pp), *C. albicans* (Ca), and *Y. lipolytica* (Yl) were analyzed. All sequences were aligned in MUSCLE and a phylogenetic tree was built using the ML algorithm with bootstrap support values from 1000 replicates. All analyses were done in MEGA-X. The essentiality of Sef1 orthologs in each yeast species for cell growth in the conditions tested in this study is noted at the right side of the phylogenetic tree.

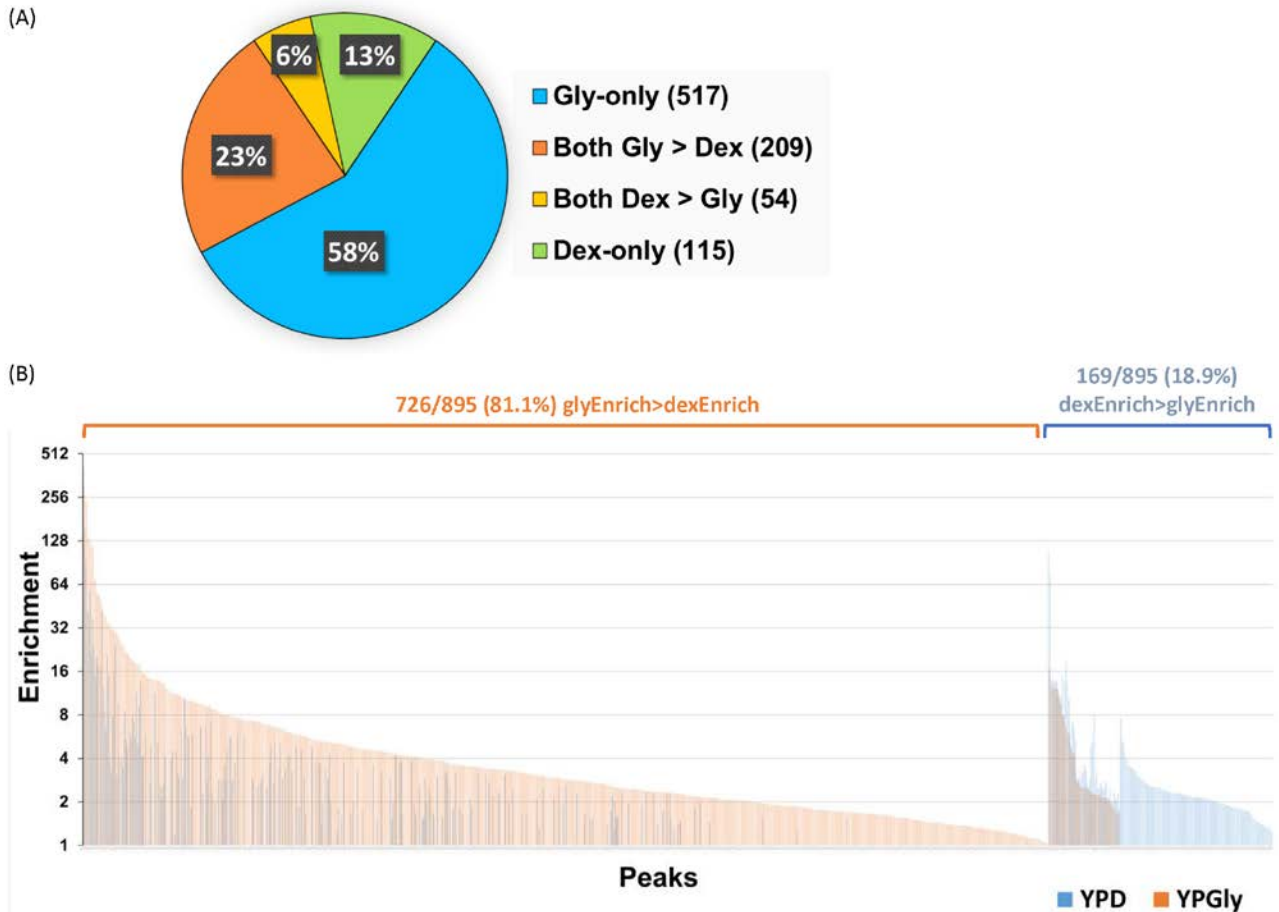

**Figure S3. ChIP-seq analyses for *L. kluyveri* Sef1 under both YPD and YPGly conditions.** (A) The number and frequency of each group of Sef1-bound peaks called from ChIP-seq. Each group is classified according to the enrichment values (glyEnrich and dexEnrich). The peaks from each set were identified from convergent peaks among three biological repeats. A total of 895 (517 + 209 + 54 + 115) peaks were identified. (B) Peak ranking according to enrichment values. All 895 peaks (Peak\_N, x-axis) are ranked based on ChIP enrichment values (y-axis) in descending order. For each peak, two enrichment values have been paired and depicted (dexEnrich : YPD (in blue); glyEnrich : YPGly (in orange)). If a peak was not called in all three biological replicates or was absent from one of the biological replicates in either of two conditions, the enrichment value of the peak under that condition was assigned as “zero”. Furthermore, peak sets have been sorted according to two criteria : glyEnrich > dexEnrich (726 peaks, left along the x-axis) and dexEnrich > glyEnrich (169 peaks,

627 right along the x-axis).

628

629

630

631

632

633

634

635

636

637

638

639

640

641

642

643

644

645

646

647

648

649

650

651

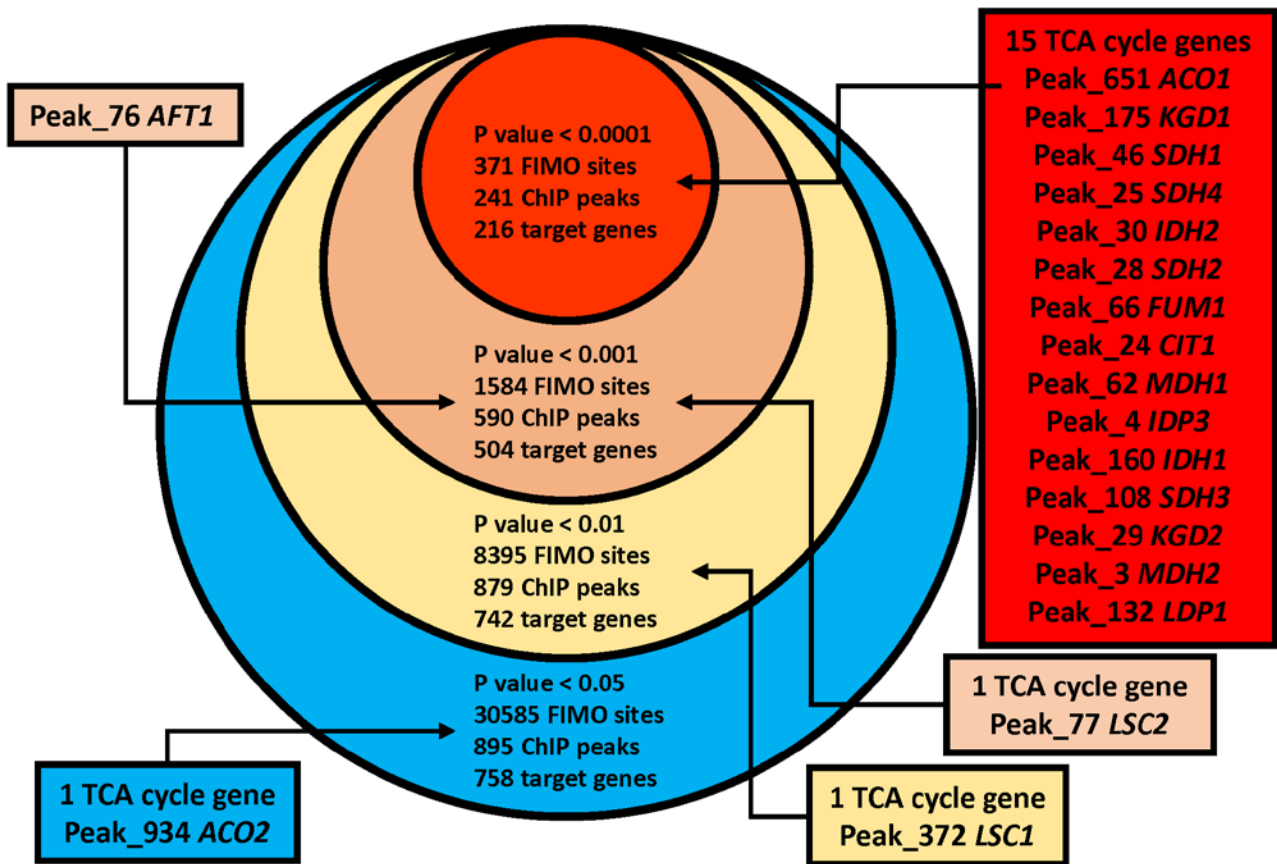

**Figure S4. Motif re-scanning for *L. kluyveri* Sef1 target genes.** Scanning of 895 ChIP peaks for occurrences of the Lk-Sef1 binding motif. Scanning results (numbers of peaks and motif sites) sorted according to different p-value cut-offs (<0.05 to <0.0001) are shown in the stacked Venn diagram. The distributions of 18 peaks targeting TCA cycle genes and 1 peak targeting the iron-responsive regulator *AFT1* are indicated on the diagram.

(A)

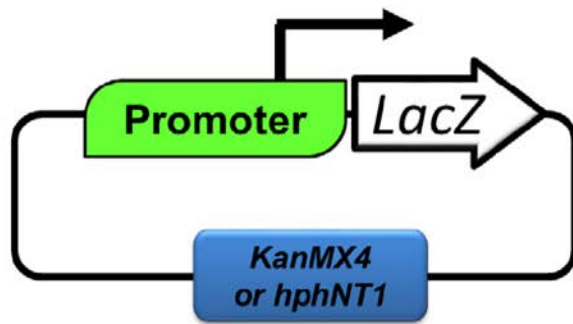

(B)

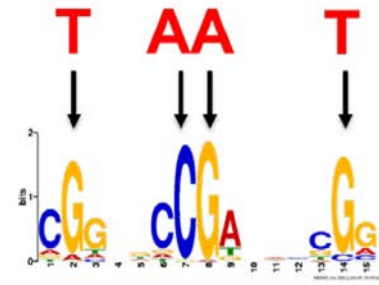

**Figure S5. Design of the verification system for Sef1 motif prediction by the LacZ reporter-based promoter assay.** (A) The plasmid-based LacZ reporter system. The candidate promoters were cloned upstream of a *LacZ* gene into the yeast centromeric plasmid. The reporter plasmids carry either a G418 resistance marker or an HGB resistance marker. (B) Loss-of-function mutation manipulation of the Lk-Sef1 binding motif. Three consensus Gs and one consensus C were mutated to A or T as shown.

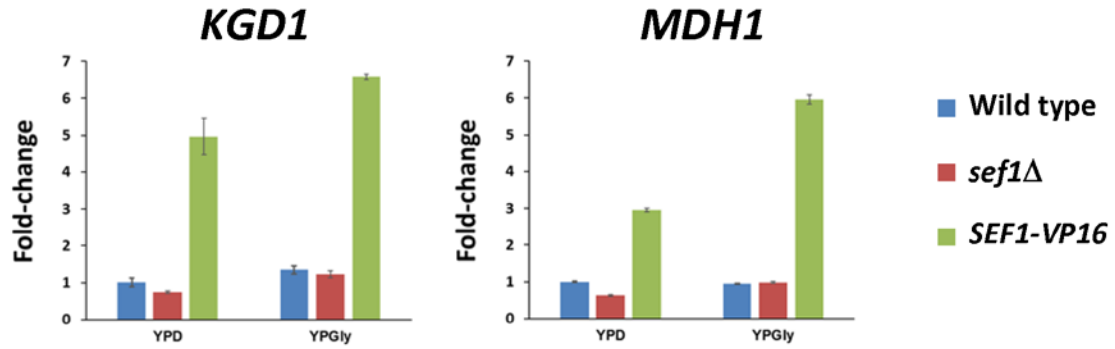

686

687 **Figure S6. Gene expression verification for *L. kluyveri* Sef1 direct target genes.** RNA  
 688 expression from the *L. kluyveri* wild-type, *sef1Δ*, and *SEF1-VP16* cells grown to early log-  
 689 phase under both YPD and YPGly conditions were compared by means of qPCR. Two *sef1Δ*-  
 690 insensitive target genes (*KGD1* and *MDH1*) were assayed. The relative fold-change of each  
 691 gene is shown as  $2^{-\Delta\Delta C_T}$ , using *ACT1* as the endogenous control and the  $\Delta C_T$  value from the  
 692 wild-type sample in YPD as the corresponding calibration value. Expression levels are  
 693 displayed as means  $\pm$  standard deviation from at least three technical repeats.

694

695

696

697

698

699

700

701

702

703

704

705

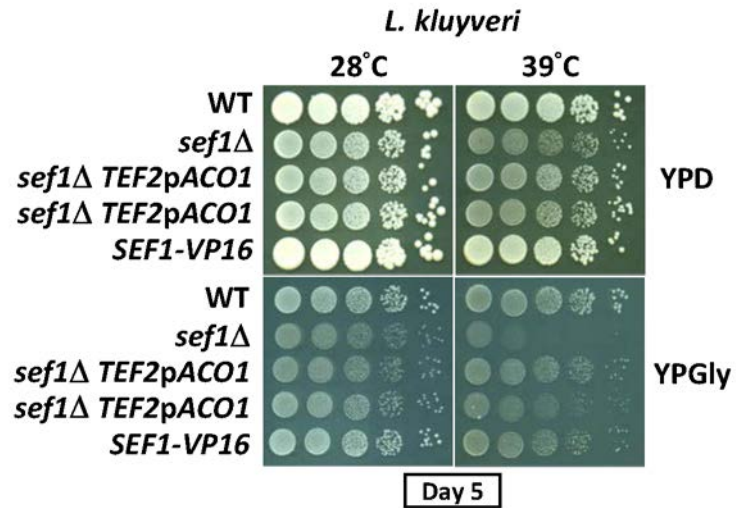

**Figure S7. Overexpression of *ACO1* in the *Lk-sef1*Δ mutant.** Overexpression of *ACO1* via the *TEF2* promoter (SAKL0B08294g) partially restored the fitness of the *Lk-sef1*Δ mutant. The plates were incubated at indicated temperatures for 5 days.

(A)

*SEF1-VP16* vs WT

Up ≥2X

Up ≥1.5X

Down ≥1.5X

&lt;1.5X

(B)

*FET3*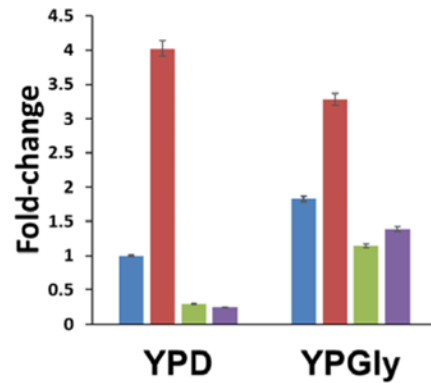*SIT1*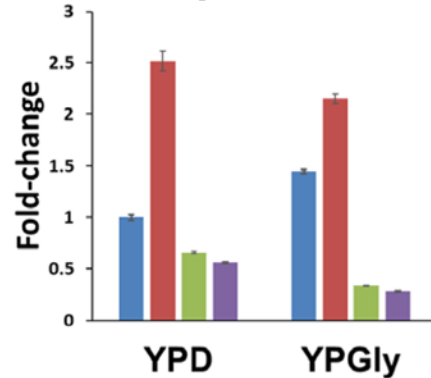*FTR1*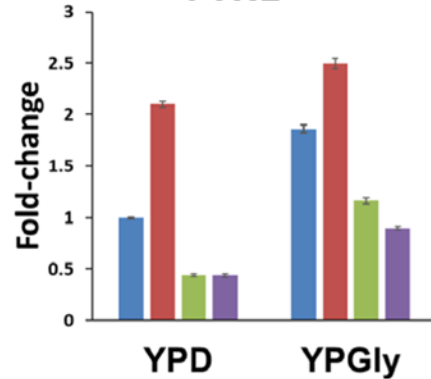

Wild type

*SEF1-VP16**aft1Δ**SEF1-VP16*  
*aft1Δ*

723

724 **Figure S8. Differential expression of non-TCA cycle genes in response to the gain-of-**

**function *SEF1-VP16* mutation.** (A) RNA expression profiles from the *L. kluyveri* wild-type and *SEF1-VP16* cells grown to early log-phase under both YPD and YPGly conditions were compared. Upregulated genes with  $\geq 1.5$  fold-change are highlighted in red. Downregulated genes in *SEF1-VP16* with  $\geq 1.5$  fold-change are highlighted in green. Non-differentially-expressed genes ( $<1.5$  fold-change) are marked in black. Non-TCA cycle genes directly targeted by Sef1 and differentially expressed under at least either one of the conditions are shown in the table. For comparison, the ChIP enrichment values (from wild-type Sef1 ChIP-seq data, Table S3) of peaks that target each gene under the YPD and YPGly conditions (dexEnrich and glyEnrich, respectively) are also included in the table. The genes are ranked in descending order from top to bottom according to the sum of dexEnrich and glyEnrich (highlighted by the intensity of blue color). Peaks not called are labeled “N.D.”. The *AFT1* gene is highlighted in pink. (B) RNA expression from the *L. kluyveri* wild-type, *SEF1-VP16*, *aft1* $\Delta$ , and *SEF1-VP16* / *aft1* $\Delta$  cells grown to early-mid log-phase under both YPD and YPGly conditions in the absence (iron-rich) or presence (iron-deprived) of an iron chelator (200  $\mu$ M BPS). Gene expression of three *AFT1* target genes related to iron-uptake (*FET3*, *SIT1*, *FTR1*) was measured by using qPCR. Upregulation of all three genes by Sef1-Vp16 depends on Aft1. The relative fold-change for each gene is shown as  $2^{-\Delta\Delta C_T}$ , by using *ACT1* as endogenous control and the  $\Delta C_T$  value from the wild-type sample in YPD as the corresponding calibration value. Expression levels are displayed as means  $\pm$  standard deviation from at least three technical repeats.

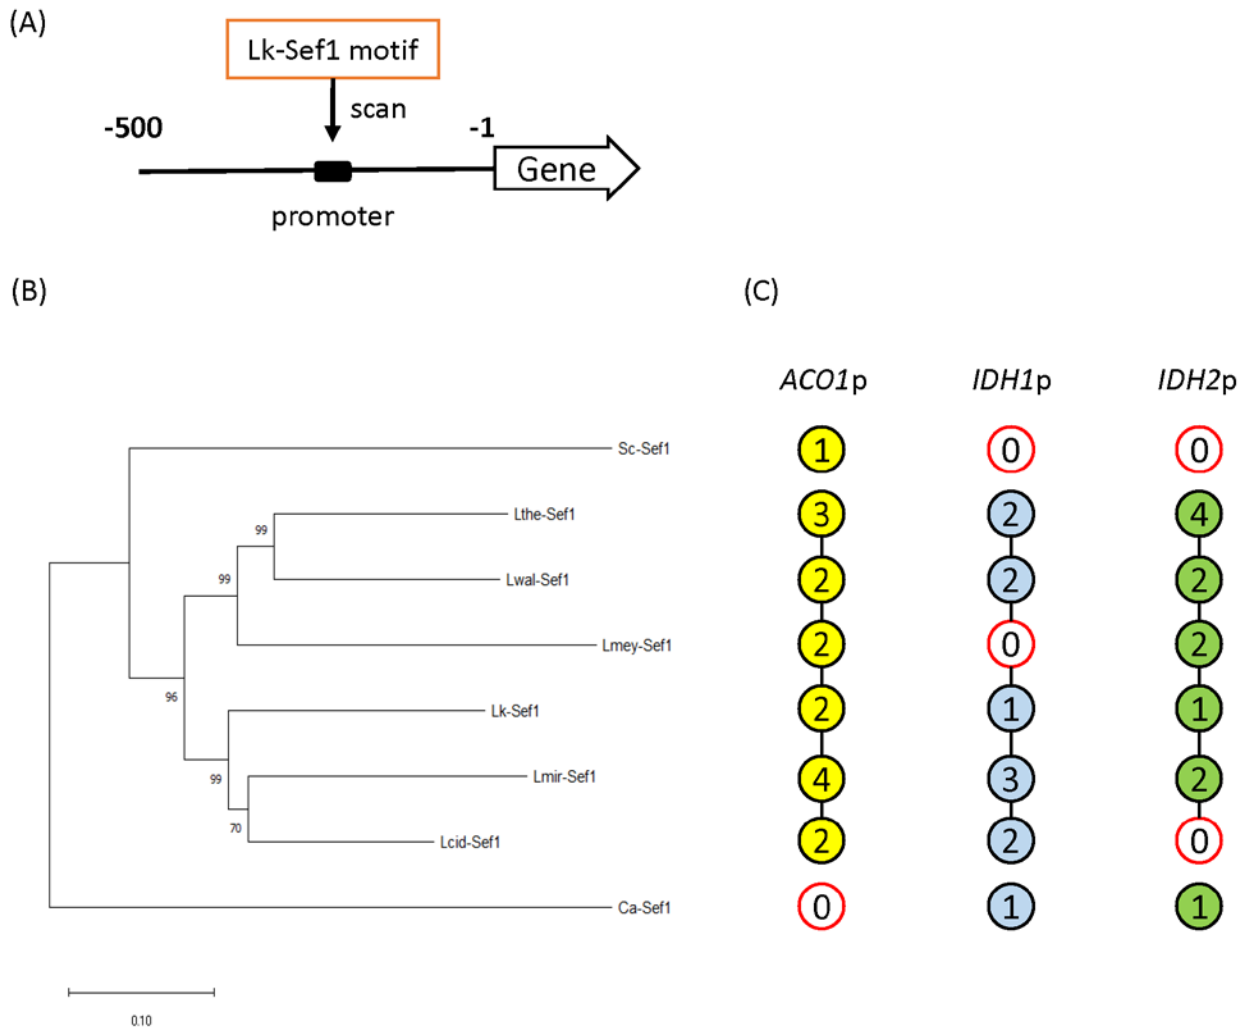

750

751 **Figure S9. Lk-Sef1 motif scanning for TCA cycle genes in multiple *Lachancea* species.**

752 (A) Scanning of 500-bp (-1 to -500) promoters for occurrences of the Lk-Sef1 binding motif

753 by FIMO. (B) Scanning results (numbers of high confident motif sites identified according to

754 the p-value cut-off ( $<0.0001$ ) are shown. Three promoters of representative TCA cycle genes

755 (*ACO1*, *IDH1*, and *IDH2*) were chosen for analysis. The *Lachancea* Sef1 orthologous

756 sequences were aligned in MUSCLE, and a phylogenetic tree was built using the NJ

757 algorithm with bootstrap support values from 1000 replicates. The optimal tree with the sum

758 of branch length = 1.98609084 is shown. The percentage of replicate trees in which the

759 associated taxa clustered together in the bootstrap test is shown next to the branches. This

How the deposited data were processed for this re-analysis (not part of the article)

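RNA of *L. kluyveri* WT, *sef1*Δ, *aft1*Δ, and *sef1*Δ*aft1*Δ cells grown at high or low iron was measured on 31 one-color Agilent arrays, in 8 groups of 3 or 4 biological replicates. Strain, iron level, and replicate number were taken from the sample labels and the paper. The text and the headers of Tables S1 and S2 give the iron and BPS doses in µM, and the sample labels give the same numbers in mM. Table S12 lists its iron and BPS media in mM. The unit of the text was used, and no value computed here depends on it.

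The authors scanned the arrays and deposited, for every spot, the signal intensity of Feature Extraction 10.5.1.1, which is background-subtracted and spatially detrended, together with the median signal, the local background, and marks for outlier, saturated, and well-above-background spots. The authors also deposited a table of log2 values normalized to the 75th percentile. The spot intensities were used for the main values and the log2 table as an alternative. A probe that was well above background on no array of a group gives only a bound there.

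From the intensities, the log2 of each non-control probe was taken, spots marked as non-uniform feature outliers were left out, and the array's 75th percentile was subtracted, as in the methods. One probe was used for each of 5316 genes. The copy of Table S13, the authors' best probe list, used here holds the first 1999 of its 5316 probes, so the other genes took the probe named in another expression table or, failing that, the probe with the higher mean signal. Orthologous gene names came from the tables of the paper and were found for 1648 genes; the others keep their systematic names, whose letter gives the chromosome. No genome sequence was used here. Of Table S2 the first 1068 of 2473 rows were read, of Table S14 the first 1273 rows, and of Table S3 894 peaks in 757 genes, 1 short of the number in the paper, so no overlap or set test was run on these tables. The complete sheet of 18 bound TCA cycle genes was used.

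All 31 arrays entered 1 linear model in limma 3.58.1 (R 4.3.3) with a mean for each group and no covariate, and contrasts gave low against high iron within each strain, each mutant against WT at each iron level, and the strain by iron interactions. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5, the thresholds of the methods. The paper used an unpaired test per comparison, which was run as an alternative and is called the methods' t-test. Files were read with data.table 1.17.8, Python 3.11.15, pandas 2.3.3, and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.

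The sample mapping, the model, the thresholds, the gene lists, and the alternatives were set before the data were examined, apart from 5 alternatives named in the closing section as added later. The alternatives were the methods' t-test without and with Benjamini-Hochberg adjustment, a model of only the arrays compared, a replicate block, the interaction in place of contrasts between slides, quantile normalization, each array's median, normexp background correction with an offset of 50, the authors' log2 table, marked spots kept, a filter on dim probes (well above background on at least 3 arrays of a group), other rules for the probe of a gene, a fold change of at least 2, eBayes with trend and robust options, another list of induced genes, chromosome A left out or centered, and each array left out in turn. Normexp was run on the median signal in place of the mean signal named beforehand, because the files hold the median.

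The named genes were set by rule: the 29 iron-uptake-related genes of Fig. 3, *SEF1*, *AFT1*, the 18 bound TCA cycle genes, and, for WT low against high iron, *sef1*Δ and *aft1*Δ against WT at low iron, and each interaction, the 5 genes with the largest rise and the 5 with the largest fall among those called (and, outside the interactions, with no overlap between the arrays). One of the genes under this rule is not reported here.

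Replicate numbers were checked for pairing by the correlation of same-numbered arrays' deviations from their group means. The numbers, which are also the columns of the slide, paired the high-iron and low-iron arrays in WT (4 pairs, 0.124 to 0.481), *aft1*Δ (4 pairs, 0.119 to 0.286), and *sef1*Δ*aft1*Δ (4 pairs, 0.241 to 0.53), and not in *sef1*Δ (3 pairs, −0.095 to 0.223). Across strains the 45 same-numbered pairs ranged from −0.277 to 0.296.

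The steps were tested on simulated data with 200 of 5312 genes changed. Every simulated change was larger than 1.5-fold, and the arrays held independent noise and no slide offset. The recovery therefore does not cover changes near the threshold or an offset between slides. Recovered were 200 for WT low against high iron, 198 for *sef1*Δ and 198 for *aft1*Δ against WT at low iron, 193 for the *sef1*Δ interaction, 194 for the *aft1*Δ interaction, and 191 for the *sef1*Δ*aft1*Δ interaction, with 2, 3, 4, 2, 3, and 10 unchanged genes called. Each strain lay on its own slide, so slide could not enter as a term for contrasts of a mutant with WT or with another mutant at one iron level. For arrays there is no read depth, and the number of arrays limits the precision. Arrays of other experiments in the paper and the ChIP-seq data were not analysed here.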

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

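The comparison of chromosome medians was set before the deposited intensities were examined. It was prompted by rows of the paper's Table S2, in which chromosome A genes were mostly higher in *aft1*Δ. Those rows come from these same arrays, so the p-values for chromosome A do not test a hypothesis formed apart from them. The tests of the explanations below were chosen only after the results were seen.

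By the interaction with iron, 153 genes responded to low iron differently in *sef1*Δ than in WT, 296 in *aft1*Δ, and 725 in *sef1*Δ*aft1*Δ, and 757 differed between *sef1*Δ*aft1*Δ and *aft1*Δ. These are differences between strains in the same contrast, tested as such by limma. The arrays were regrouped as low-minus-high differences of same-numbered arrays, which called 148, 320, 654, and 777 genes in the same order. Among 35 regroupings of these differences, only the real one (1) gave a count as large for each of the 4 interactions, so chance can be excluded for the counts made in this way. The *sef1*Δ count rests on single arrays, being 65 without *sef1*Δ high-iron replicate 2 and 259 without *sef1*Δ low-iron replicate 1. The genes with the largest positive differences in *sef1*Δ were, apart from SAKL0B05698g, which was not well above background on any WT low-iron or *sef1*Δ high-iron array, *ATG22* (2.36), *GPP1* (2.15), *MAE1* (1.99), and SAKL0H21824g (1.84). *ATG22* was not called with its other probe (1.15) or with the mean of its probes (1.06). A biological difference between the strains stays open, as untested.

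The paper's tables list mean values of the *sef1*Δ*aft1*Δ arrays and its text does not analyze them. In this strain, 778 genes were called between low and high iron, against 250 in WT, 309 in *sef1*Δ, and 178 in *aft1*Δ. A single deviating array is argued against by 365 genes still called higher (380 with all arrays) with the array left out that lowers the count most, and the normalization by 378 under the normalization that lowers it most of 4 others. The median SD of a gene over the low-iron arrays of this strain, 0.196, is the largest of the 8 groups, so a variance shared with less variable groups could raise the count. This is argued against as the whole reason by fits of only the arrays compared, which called 366 genes higher in this strain, 185 in *sef1*Δ, 141 in WT, and 87 in *aft1*Δ. The row of the slide cannot be told apart from iron, since high iron lay in row 1 in every strain, although the 178 genes of *aft1*Δ came from the same rows. A stronger response of the strain lacking both regulators may be the reason and was not tested further.

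Genes of chromosome A, outside those the paper discusses, had a median log2 fold change of 0.85 in *aft1*Δ against WT at low iron and 0.807 at high iron, 1.8-fold and 1.75-fold. The median per *aft1*Δ array was 0.88 ± 0.027 (SD, n = 4) at low iron and that per WT array −0.001 ± 0.049 (SD, n = 4; exact two-sided permutation test, p = 0.029, the smallest for 4 against 4). No permutation of genes over chromosomes out of 10000 gave as large a median (p = 1e-04, the smallest they can give; adjusted p = 6e-04). Of 447 genes, 306 were called higher, or 26.4% of the genes called higher from 8.4% of all genes. The normalization is argued against by 0.645, the lowest median over 4 other normalizations. Loss of Aft1 itself is argued against by 0.025 in *sef1*Δ*aft1*Δ, the scan session by 0.016 in *sef1*Δ, an effect local to *AFT1* by 0.755 as the lowest median when the chromosome is divided into 10 segments, and a defect of the slide by 0.049 at the spots next to those of chromosome A. An extra copy of chromosome A in the *aft1*Δ strain is a candidate explanation, which the rise of 0.807 at high iron is consistent with; it is a hypothesis found on these arrays, and no DNA was measured.

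Of the 101 genes lower in WT at low iron, 42 fell less or rose in *aft1*Δ by the interaction, outside the genes the paper discusses, and 7 in *sef1*Δ. *LEU1* (2.85) and *ILV3* (2.24) had the largest differences among the genes named by rule. In *aft1*Δ both rose at low iron, *LEU1* from 2.117 to 3.127 and *ILV3* from 1.8 to 2.409. They also rose in *sef1*Δ*aft1*Δ, from 1.86 to 3.634 and from 1.443 to 2.527. In *sef1*Δ they fell, from 1.739 to 0.279 and from 1.777 to 0.56. A biological effect of losing Aft1 stays open, as untested; a slide offset cancels in this contrast.

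One array stood far from its group in the number of marked spots, *sef1*Δ*aft1*Δ high-iron replicate 1 with 192, the only one of 21 groups of array measures. These spots were left out, and without this array 695 genes were called in the *sef1*Δ*aft1*Δ interaction. No biological explanation was tested.

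Among the named genes, 37 of 585 groups of 4 arrays had 1 array whose normalized signal lay far from the other 3, where chance gives 29.2 (about 1 in 20). In *sef1*Δ*aft1*Δ the arrays of replicate 4 made up 13 of them. At low iron these were *FRE1* (−0.86), *MDH2* (2.45), SAKL0F08184g (−4.5), *RGT2* (−2.35), SAKL0C00176g (−0.98), SAKL0C02112g (−1.18), and SAKL0A00880g (−1.15). At high iron they were *FET4* (0.27), *KGD2* (0.68), *SPO23* (−0.73), SAKL0C00176g (−0.13), SAKL0E08580g (−2.08), and SAKL0A00880g (−5.48). A single faulty array is argued against by the correlation of 0.422 between the deviations of both arrays. The column of the slide cannot be told apart from the culture, since same-numbered arrays share it; across strains the median correlation was 0.066. A difference of the replicate 4 cultures may be the reason.

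The other groups in *sef1*Δ*aft1*Δ at low iron were *AFT1* (−7.53) and SAKL0B05698g (−8.91) in replicate 2, neither well above background on any of these arrays, and *CTR2* (0.48) in replicate 1. In *aft1*Δ at low iron they were *FUM1* (1.4), *SPO23* (0.54), *ECM13* (−2.58), and SAKL0H06908g (−3.67) in replicate 2, *SDH4* (0.97) in replicate 1, and *FTR2* (−4.52) in replicate 4. In *aft1*Δ at high iron they were *MAE1* (1.36) in replicate 1, *FRE4* (−0.31) in replicate 3, and *SDH4* (1.86) and SAKL0H26202g (−1.65) in replicate 4. In WT at high iron they were *KGD1* (1.21) and *SNQ2* (−2.13) in replicate 3 and *FRE1* (−0.77), *FET1* (0.01), and *ATG10* (−2.1) in replicate 4, and at low iron *RGT2* (2.67) in replicate 1. In *sef1*Δ at low iron they were SAKL0H26202g (−4.2) and SAKL0H26180g (−3.53) in replicate 1, *FUM1* (0.12) in replicate 3, and *ILV3* (0.97) and *FRE4* (1.68) in replicate 4. For *FRE4*, a faulty spot cannot be told apart from a low culture, since replicate 4 lay below the mean of the other 3 arrays by −0.957 at the probe used and by −0.482 at the other probe, where the replicates scatter from 0.52 to 1.75. No biological explanation was tested for these single values.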

How the results depend on the processing

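The replicate block within each strain, the contrasts of *sef1*Δ*aft1*Δ with a single mutant, and the other probe of each gene for the chromosome medians were chosen only after the results were seen.

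Most counts kept within 1.5 times their value. Genes called higher in WT at low iron stayed between 114 and 164 and genes called lower between 74 and 110 under the alternatives that keep all arrays, apart from a fold change of at least 2. That threshold lowers every count by its construction. It left 62 higher and 19 lower in WT, 377 between *sef1*Δ and WT and 957 between *aft1*Δ and WT at low iron, 12, 36, and 8 low-iron-induced genes lower in *sef1*Δ, *aft1*Δ, and both, 3 iron-uptake-related genes lower in *sef1*Δ, 40, 101, and 226 genes in the *sef1*Δ, *aft1*Δ, and *sef1*Δ*aft1*Δ interactions with WT and 174 in that of *sef1*Δ*aft1*Δ with *aft1*Δ, and 72, 22, and 147 genes higher at low iron within *sef1*Δ, *aft1*Δ, and *sef1*Δ*aft1*Δ.

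With slide as a block, a contrast of a mutant with WT cannot be fitted, and the interaction with iron took its place. It called 153 genes in *sef1*Δ and 296 in *aft1*Δ, 16 and 13 of the induced genes in *sef1*Δ and in both mutants, and 2 of the iron-uptake-related genes in *sef1*Δ; the strain by iron interaction gave the same 16 and 13. The methods' t-test called 288 genes in the *sef1*Δ interaction, and 67 with Benjamini-Hochberg adjustment, which also gave 25 and 19 induced genes lower in *sef1*Δ and in both. Over Table S1's 114 genes these were 25 and 20. The contrast of *sef1*Δ*aft1*Δ with *sef1*Δ gave 47 induced genes lower, and that with *aft1*Δ gave 13 induced genes and 0 iron-uptake-related genes lower by limma (also 0 at an unadjusted p under 0.05, and 0 by the methods' t-test). The cause was not tested. In *aft1*Δ, 23 iron-uptake-related genes were already lower than in WT and had less room to fall, so the 0 says little about losing *SEF1*.

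The chromosome A median in *aft1*Δ was 0.85 at low iron and 0.81 at high iron. It was 0.762 and 0.721 after quantile normalization, 0.645 and 0.609 with each array's median, and 1.166 and 1.118 with the other probe of each gene. The scalings move all genes of an array, and the cause of the higher value at the other probes was not tested. The median of the 18 bound TCA cycle genes in *sef1*Δ, −0.58, stayed between −0.69 and −0.50 under the other settings and was −0.008 for *sef1*Δ*aft1*Δ against *aft1*Δ.

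The share of calls that were higher fell with quantile normalization and each array's median, from 56.8% to 40.5% and 38.8% in *sef1*Δ*aft1*Δ at low iron. At high iron it fell from 44% to 28.7% and 25.6% in *sef1*Δ, from 55.1% to 39.7% and 32.4% in *aft1*Δ, and from 62.7% to 37.7% and 37.8% in *sef1*Δ*aft1*Δ. Against the 75th percentile, each array's median moved the median of all genes by −0.146 in *sef1*Δ*aft1*Δ at low iron and by −0.129, −0.197, and −0.18 in *sef1*Δ, *aft1*Δ, and *sef1*Δ*aft1*Δ at high iron, and quantile normalization by −0.105, −0.066, −0.122, and −0.162.

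With each array left out in turn, the *sef1*Δ interaction ranged from 65 to 259 genes and moved by over 1.5 times for 7 arrays. The iron-uptake-related genes lower in *sef1*Δ ranged from 3, without *sef1*Δ low-iron replicate 4, to 7, without WT low-iron replicate 4. Chromosome A ranged from 0.85 to 0.885 at low iron and from 0.794 to 0.83 at high iron. The other counts stayed within 1.5 times, such as 140 to 165 genes higher and 86 to 121 lower in WT, 35 to 46 induced genes lower in *sef1*Δ, and 28 to 37 lower in both.

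The replicate block, which treats same-numbered arrays as paired, gave 152 and 102 genes in WT, 1146 in *sef1*Δ, 2175 in *aft1*Δ, and 171 in the *sef1*Δ interaction, and it changed no call of a named gene. In *sef1*Δ the arrays share only a number. The replicate block within each strain gave 153 and 110 genes in WT. It gave 216, 357, and 753 genes in the *sef1*Δ, *aft1*Δ, and *sef1*Δ*aft1*Δ interactions with WT. In the interaction of *sef1*Δ*aft1*Δ with *aft1*Δ it gave 792.

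For the named genes, 2701 of 2785 values under the alternatives kept their side of the threshold, 46 of them with another sign but called under neither setting, 55 fell short of it, 23 passed it, and 6 reversed. *ARN3* reversed in WT with normexp (−0.303) and with its other probe (−0.126) and in *aft1*Δ with normexp (0.654), and the probe used is not well above background on any array. *FET5* (0.615) and SAKL0B11022g (0.408) reversed in *sef1*Δ and SAKL0C02112g, whose probe cross-hybridizes, in *aft1*Δ (−0.024) with the other probe; the cause was not tested. The arrays have no read depth; 10308 of 10620 probes were well above background on every array, so dim signal limits few genes.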

Differences from the paper's values

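The alternatives named here were set before the data were examined, unless stated otherwise.

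Of the low-iron-induced genes, 42 were called lower in *sef1*Δ than in WT at low iron, and the paper's value is 24. The values fell within 1.5 times the paper's under the methods' t-test (36), the same test with Benjamini-Hochberg adjustment (25), which is the test the methods name, a model of only the arrays compared (35), the Table S1 genes as the list (25), the interaction with iron (16, the same as with slide as a block), and without WT high-iron replicate 2 (36), WT high-iron replicate 3 (36), or *sef1*Δ low-iron replicate 4 (35). They did not under the replicate block (43), quantile normalization (41), each array's median (47), normexp (39), the authors' log2 table (43), marked spots kept (43), the filter on dim probes (40), the brighter probe (42), the mean of all specific probes (40), a fold change of at least 2 (12), eBayes with trend and robust options (41), or with any other array left out. The contrast of *sef1*Δ*aft1*Δ with *aft1*Δ, chosen after the values were seen, gave 13.

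The number called lower in both mutants was 34, and the paper's value is 19. The values fell within 1.5 times the paper's under the methods' t-test (28), the same test with Benjamini-Hochberg adjustment (19, the paper's number), a model of only the arrays compared (27), the Table S1 genes as the list (20), the interaction with iron (13, the same as with slide as a block), and without WT high-iron replicate 2 (28). They did not under the replicate block (35), quantile normalization (35), each array's median (40), normexp (32), the authors' log2 table (35), marked spots kept (35), the filter on dim probes (32), the brighter probe (34), the mean of all specific probes (29), a fold change of at least 2 (8), eBayes with trend and robust options (33), chromosome A genes left out (33), the chromosome A median subtracted (36), or with any other array left out.

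*FTR1* was called lower in *sef1*Δ at low iron here, with a log2 fold change of −0.62, and is not among the genes the paper counts as reduced in this mutant. The methods' t-test with Benjamini-Hochberg adjustment called 4 of the iron-uptake-related genes lower, the paper's number, and *FTR1* fell short of 1.5-fold with its other probe (−0.40), with the mean of its probes (−0.51), and without WT low-iron replicate 2, *sef1*Δ low-iron replicate 3, or *sef1*Δ low-iron replicate 4.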

Other observations

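The comparison of the bound TCA cycle genes was set before the data were examined. That of the chromosome medians was set before the deposited intensities were examined, but was prompted by the paper's values from these same arrays. The tests of explanations were chosen only after the results were seen.

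For each of 20 counts of genes, the arrays were regrouped and the count was repeated. In none did another grouping give a count as large as the real one (1). For 16 counts, those between *sef1*Δ, *aft1*Δ, or *sef1*Δ*aft1*Δ and WT at either iron level, low against high iron within *sef1*Δ, the induced and iron-uptake-related genes lower in a mutant, and the interactions as low-minus-high differences of same-numbered arrays, with 35 groupings each or 100 for the genes lower in both mutants, chance can be excluded. For the other 4 counts, low against high iron in WT, *aft1*Δ, and *sef1*Δ*aft1*Δ and the iron-uptake-related genes in WT, the paired arrays leave only 8 groupings, so the regrouping by itself cannot exclude chance. With the replicate block within each strain, which keeps the pairs together, limma called 153 genes higher and 110 lower in WT, 86 higher in *aft1*Δ, 387 higher in *sef1*Δ*aft1*Δ, and all 29 iron-uptake-related genes higher in WT. Over all 35 groupings, most of which do not part every pair, the highest other counts were 16 in WT (250 in the real grouping), 0 in *aft1*Δ (178), 158 in *sef1*Δ*aft1*Δ (778), and 2 of the iron-uptake-related genes (29).

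The overlap of 34 induced genes lower in both mutants was 0 in 100 simulations with unchanged mutants, where neither list held more than 1 gene, so the simulations say little about longer lists. Chance values of the shared WT low-iron arrays as the whole reason for the excess over the 25.9 genes expected are argued against by different WT low-iron arrays for each mutant, with which 27 to 34 genes were in both lists against 22.1 to 25.7 expected in 6 divisions (one-sided Fisher's exact test, highest p = 0.0361, with genes not being independent replicates). All WT arrays still lie on 1 slide, so an offset of that slide stays open for the overlap. The log2 fold changes of *sef1*Δ and *aft1*Δ at low iron had a correlation of 0.6 across genes, which are not independent replicates. Simulations gave 0.45 to 0.55 from the shared arrays, but their mutants held noise only and no true change. Contrasts that share a group fix such a value in advance. It therefore does not show how much of the 0.6 comes from the shared arrays. In all 6 comparisons of a mutant with WT, 174 genes were called higher in each and 137 lower in each, and simulations of unchanged mutants, with at most 1 gene called in *sef1*Δ at low iron, gave 0. Shared arrays as the whole reason are argued against by comparisons with no array in common, 1 mutant at low iron and another at high iron, which shared at least 2.98 times the calls expected. An offset of the WT slide, which was scanned in its own session, could give such a pattern and cannot be told apart from a difference of the WT strain; between slides of 1 session, *sef1*Δ*aft1*Δ and *aft1*Δ still differed in 1407 genes.

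An offset of the WT slide is argued against for the iron-uptake-related genes lower in *aft1*Δ, since all 23 were also lower in *sef1*Δ*aft1*Δ against *sef1*Δ, a contrast with no WT array. For the 42 induced genes lower in *sef1*Δ it cannot be told apart, since only 12 were also lower by the interaction with iron. In *sef1*Δ*aft1*Δ against *aft1*Δ, 4 of the 42 were lower. This count cannot decide, because 34 of the 42 were already lower in *aft1*Δ than in WT and had less room to fall.

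The paper ties Sef1 to the TCA cycle in another medium. On these arrays the 18 bound TCA cycle genes had a median log2 fold change of −0.58 and a mean of −0.76 in *sef1*Δ against WT at low iron, with 17 genes negative, 9 called lower, and *KGD2* called higher, which its other probe was not (set tests on the 17 genes without a marked spot on any array; limma's camera, p = 6.7e-07, adjusted over 18 comparisons 5.68e-06; fry p = 1.78e-13; with an estimated correlation p = 0.00436). At high iron the median was −0.54, and the other mutants had similar medians there, −0.58 in *aft1*Δ, with 16 genes negative and 9 called lower, and −0.63 in *sef1*Δ*aft1*Δ, with 17 negative and 10 called lower. At low iron their medians were −0.23 and −0.195. The fall against WT is therefore not specific to *sef1*Δ at high iron. In *sef1*Δ*aft1*Δ against *aft1*Δ at low iron the median was −0.008, with 9 of the 18 genes negative. In *sef1*Δ*aft1*Δ against *sef1*Δ at low iron it was 0.412, with 2 genes negative and 8 called higher. Neither comparison holds a WT array, so an offset of the WT slide cannot give the second difference. For the fall of the set in *sef1*Δ against WT, such an offset cannot be told apart. *IDH1*, *IDH2*, and *ACO1* were lower in *sef1*Δ (−1.43, −1.48, and −1.41) and also in *sef1*Δ*aft1*Δ against *aft1*Δ (−1.38, −1.09, and −1.09), a comparison with no WT array. *IDH1*, *IDH2*, and *ACO1* were singled out after their values were seen. In the comparison of *sef1*Δ*aft1*Δ with *aft1*Δ at low iron, 3 of the 18 genes were called lower and 3 were called higher.

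Genes of chromosome C had a lower median than WT in all 3 mutants, −0.10 in *sef1*Δ, −0.26 in *aft1*Δ, and −0.12 in *sef1*Δ*aft1*Δ at low iron (permutations of genes over chromosomes, p = 1e-04 each, the smallest they can give). The normalization is argued against by −0.064, the value closest to 0 over 5 normalizations and 6 comparisons. For the part that the mutants share, the WT slide cannot be told apart from a difference in the WT strain, and *sef1*Δ*aft1*Δ against *sef1*Δ, slides of 1 session, gave 0.033. The WT slide is argued against as the reason for the lower value of *aft1*Δ at low iron. Relative to all genes, the *aft1*Δ arrays lay at −0.23 ± 0.016 (SD, n = 4), with a difference of −0.139 from the *sef1*Δ arrays and of −0.114 from the *sef1*Δ*aft1*Δ arrays (exact two-sided permutation test, p = 0.029 each, the smallest for 4 against 4). The *aft1*Δ slide and the strain stay open for this part. At high iron, *aft1*Δ against *sef1*Δ gave −0.033 and *sef1*Δ*aft1*Δ against *aft1*Δ 0.1, without a shift of all genes taken off. Relative to all genes, the high-iron medians against WT were −0.18 in *aft1*Δ, −0.191 in *sef1*Δ, and −0.204 in *sef1*Δ*aft1*Δ. The lower value of *aft1*Δ than of the other mutants was therefore not seen at high iron.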
